# Apoptotic cell fragments locally activate tingible body macrophages in the germinal center

**DOI:** 10.1016/j.cell.2023.02.004

**Published:** 2023-03-02

**Authors:** Abigail K. Grootveld, Wunna Kyaw, Veera Panova, Angelica W.Y. Lau, Emily Ashwin, Guillaume Seuzaret, Rama Dhenni, Nayan Deger Bhattacharyya, Weng Hua Khoo, Maté Biro, Tanmay Mitra, Michael Meyer-Hermann, Patrick Bertolino, Masato Tanaka, David A. Hume, Peter I. Croucher, Robert Brink, Akira Nguyen, Oliver Bannard, Tri Giang Phan

## Abstract

Germinal centers (GCs) that form within lymphoid follicles during antibody responses are sites of massive cell death. Tingible body macrophages (TBMs) are tasked with apoptotic cell clearance to prevent secondary necrosis and autoimmune activation by intracellular self antigens. We show by multiple redundant and complementary methods that TBMs derive from a lymph node-resident, CD169-lineage, CSF1R-blockade-resistant precursor that is prepositioned in the follicle. Non-migratory TBMs use cytoplasmic processes to chase and capture migrating dead cell fragments using a “lazy” search strategy. Follicular macrophages activated by the presence of nearby apoptotic cells can mature into TBMs in the absence of GCs. Single-cell transcriptomics identified a TBM cell cluster in immunized lymph nodes which upregulated genes involved in apoptotic cell clearance. Thus, apoptotic B cells in early GCs trigger activation and maturation of follicular macrophages into classical TBMs to clear apoptotic debris and prevent antibody-mediated autoimmune diseases.

## Introduction

Germinal centers (GCs) are transient structures that develop in lymph nodes and the spleen in response to infection and vaccination.^1^ B cells activated by antigens are recruited to GCs where they hypermutate their B cell receptor (BCR) and compete for T cell help in the light zone to refuel their continued proliferation in the dark zone.^2^ B cells that acquire damaging mutations or fail to receive T cell help,^3,4^ and those that acquire self reactivity,^5^ undergo apoptotic cell death. Accordingly, the GC is a site of both intense cellular proliferation, where activated B cells divide at least 2–4 times a day,^6–8^ and intense cell death, where up to half of the GC B cells are estimated to die every 5.3 h.^3^ The efficient clearance of the cytoplasmic and nuclear debris generated by this extensive cell death is a critical housekeeping function of professional scavengers in the GC called tingible body macrophages (TBMs).^9–11^

During apoptosis, the exposure of phosphatidylserine on the outer leaflet of the plasma membrane signals “eat me” to macrophages.^12^ In the GC, milk fat globule epidermal growth factor-8 (MFGE8), secreted by follicular dendritic cells (FDCs), acts as a molecular bridge by binding phosphatidylserine on apoptotic cells and integrins on TBMs via its RGD motif.^13^ Mice deficient for MFGE8 have impaired engulfment of apoptotic cells by TBMs, expanded GCs, anti-nuclear autoantibodies, and immune complex-mediated glomerulonephritis.^14^ TBMs express the Mer tyrosine kinase (MERTK) phagocytic receptor^15^ and MERTK-deficient mice similarly have impaired apoptotic cell clearance, expanded GCs, autoantibody production, and lupus-like autoimmunity.^16,17^ Thus, TBMs prevent the extrafollicular spread of self antigens, and defective apoptotic cell clearance has been implicated in the pathogenesis of systemic lupus erythematosus (SLE).^18–22^

Most of our knowledge about TBMs derives from static analyses of immunohistochemistry performed on tissue sections. Classical TBMs containing the ingested corpses of dead cells (“tingible bodies”) have not been reported in the resting lymph node and only become evident once GCs have formed after vaccination or infection.^23^ However, it is unclear if TBM-like cells or their precursors are present in a resting state in the primary B cell follicle. The floor of the subcapsular sinus (SCS) in the lymph node is lined by CD169^+^ macrophages that sample the lymph for antigens, forming an interconnected network overlying the B cell follicle.^24,25^ Infection and inflammation are associated with disruption of this CD169^+^ SCS macrophage (SSM) cell layer,^26–28^ possibly due to their inward displacement into the follicle.^26^ It has therefore been proposed that SSMs that migrate into the follicle may also differentiate into TBMs.

Here, we use a CD169-lineage reporter mouse^29^ to test the SSM hypothesis. While this mouse did mark TBMs, the cells themselves did not express cell-surface CD169 and were able to develop even when SSMs were depleted by colony-stimulating factor-1 receptor (CSF1R) blockade. Intravital imaging revealed that TBMs were stationary and used cellular processes to chase and capture apoptotic cell fragments. Photoconversion, lead-shielded irradiation, and additional lineage tracing established that TBMs originated from a long-lived lymph node-resident cell population. Single-cell RNA sequencing (scRNA-seq) revealed a population of putative TBMs which were activated to upregulate genes involved in apoptotic cell capture and clearance in immunized lymph nodes. Analysis of resting lymph nodes confirmed the presence of macrophages, but with few tingible bodies, in the primary follicle. We show by inducible B cell killing and localized intravital two-photon photoablation that these macrophages can locally engulf apoptotic B cells and acquire mature TBM characteristics, even in the absence of a GC. Thus, macrophages residing in the follicle can mature in the presence of apoptotic cells to become classical TBMs.

## Results

### TBMs are derived from CD169-lineage cells

To image CD169-lineage cells, we generated *Cd169^Cre/+^. LSL-Tdtomato* (CD169^Tom^) mice in which cells that had turned on the *Si-glec1* gene and their progeny were irreversibly marked with the red-fluorescent protein tdTomato (TOM). This reporter labels several macrophage and dendritic cell populations in the floor of the SCS, medullary sinus, interfollicular zone, B cell follicle, and T cell zone of unimmunized lymph nodes (Figure S1A). Intravital mi-croscopy revealed that TOM+ macrophages inside the follicle had multiple dendritic cellular processes (Figure 1A). Similar macrophages with dendritic morphology were also observed in the follicles of CX3CR1^Gfp^ (Figure 1B) and CD68^Gfp^ mice (Figure 1C). We next established GCs containing green-fluorescent Kaede SW_HEL_ B cells and cyan OT-II T cells in recipient CD169^Tom^ mice to track TBM dynamics in response to immunization with henegg lysozyme (HEL) conjugated to ovalbumin (OVA).^30,31^ Intravital microscopy of immunized lymph nodes on day 10 revealed larger, rounder, more vacuolated TOM+ macrophages inside the GC, in addition to dendritic TOM+ macrophages in the follicular mantle zone (FMZ) outside the GC (Figure 1D; Video S1). Confocal microscopy revealed that TOM+ cells in GCs of CD169^Tom^ mice did not stain with antibodies to CD169, whereas the macrophages in the FMZ had low levels of staining (Figure 1E). The presence of TUNEL-positive apoptotic bodies inside the vacuoles confirmed that the cells were TBMs (Figure 1F). Confocal analysis showed that red GC macrophages had a more rounded morphology and 85% (95% CI: 75%–94%) contained multiple green-fluorescent B cell fragments inside vacuoles. Moreover, 87% (95% CI: 81%–94%) of TBMs contained TUNEL+ nuclear debris inside vacuoles. GC TBMs also expressed GFP in CD68^Gfp^ and CX3CR1^Gfp^ mice (Figures S1B and S1C). FACS showed that in immunized CD169^Tom^ mice, 70% of TOM^+^MERTK^+^CD169^–^CD11b^+^ cells expressed CX3CR1 (Figure S1D). Confocal analysis of TOM+ cells inside the GC revealed the subcellular localization of the late endosome marker CD68 inside phagocytic vacuoles (Figure S1E). TBMs were evident in CX3CR1-deficient mice, indicating that they were CX3CR1 independent (FigureS1F). Thus, the resting follicle harbored dendritic CD169-lineage macrophages distinct from SSMs, and the immunized follicle contained additional rounded CD169-lineage macrophages that exhibited more classical features of TBMs.

### Cellular dynamics of TBMs in the GC

Intravital imaging revealed that, in contrast to motile GC B cells, TBMs were stationary and did not migrate in search of apoptotic cells (Figures 2A and 2B; Video S2). Apoptotic GC B cells were observed to fragment, often in the vicinity of TBMs (Figure 2C; Video S3). Tracking of apoptotic cell fragments based on their size (Figure S1G) showed that they were motile and able to migrate within the GC (Figures 2D and 2E; Video S4). Some fragments were located outside the GC in the subcapsular region (Figure 2D). Analysis of motility parameters confirmed that TBMs were non-migratory with slower mean velocity (Figure 2F) and displacement (Figure 2G) than GC B cells. In contrast, GC B cell fragments were more migratory than TBMs but less motile than B cells (Figure 2H). Unlike GC B cells and B cell fragments, TBMs were locally confined with a meandering index <0.25 (Figure 2H). GC B and T cells were superdiffusive with slope a α1, and TBMs and fragments were subdiffusive with a α 1 (Figure 2I). TBMs were nevertheless dynamic and extended multiple cellular processes that actively sampled the local environment and could be observed chasing and capturing apoptotic cell fragments (Figure 2J; Video S5).

### TBMs adopt a “lazy” but efficient search strategy

Typically, “predator” cells migrate in search of their “prey.”^31,32^ In contrast, non-migratory TBMs scanned for apoptotic cell fragments using cellular processes in what appeared to be an unusually “lazy” search strategy. We performed mathematical modeling to analyze this behavior (STAR*Methods; Figures S3A–S3E). Each GC volume of 2.23 × 10^6^μm^3^ contained 18 TBMs (95% CI: 10–27) that were evenly dispersed and positioned with in 41μm of their nearest neighbor (Figures 3A and 3B). Monte Carlo simulations of the same number of TBMs randomly distributed within the same GC volume showed that the nearest neighbor distance in this scenario was significantly shorter at 30.5μm. The nearest neighbor index (ratio of observed to expected) of 1.34 (p = 5.4 × 10^–8^) indicated that TBMs are dispersed non-randomly (Figure 3B). While the TBM cell bodies did not move, the cell processes were highly motile, and analysis of their displacement showed that they were anchored and reset to the same parts of the cell (Figure 3C). The cumulative track lengths of the processes covered distances that were exponentially longer than those covered by the stationary cell bodies (Figure 3D). Time projection showed that the cell processes allowed TBMs to survey a volume that was 6.12-fold larger (p = 2.165 × 10^–5^) than the cell body (Figure 3E).

Agent-based modeling showed that the clearance rate of lazy stationary TBMs increased at a faster rate than that of migratory TBMs as the cell volume increased (p = 9.76 × 10^–16^)(Figure 3F). At the observed TBM volume of 10,308μm^3^, the clearance rate for migratory TBMs was 0.61%/min (95% CI: 0.58–0.63) compared to 1.08%/min (95% CI: 1.02–1.14) for stationary TBMs (p = 0.0005). We next simulated the removal of migrating apoptotic cell fragments by TBMs that were uniformly dispersed, and this showed that when prey is abundant, the clearance rate is higher for stationary than migratory TBMs (p < 2 × 10^–16^) (Figure 3G). At the observed density of 2,665 fragments per GC, the clearance rate was 1.21%/min (95% CI: 1.16–1.26) for non-migrating TBMs compared to 0.61%/min (95% CI: 0.56–0.66) for migrating TBMs (p = 5.3 × 10^–8^). We next simulated the removal of migrating apoptotic cell fragments by TBMs that were randomly distributed and non-dispersed (Figure 3H). Under these circumstances, the overall clearance rate was slower than for the dispersed TBMs (Figure 3G) and favored migratory TBMs at densities below 640 fragments per GC (95% CI: 416–1,230; p = 1.2 × 10^–7^). However, at the observed fragment density of 2,665 per GC, there was no difference between the clearance rate of 0.38%/min (95% CI: 0.34–0.41) for migrating TMBs compared to 0.35%/min (95% CI: 0.31–0.39) for non-migrating TBMs (p = 0.54). Thus, TBM migration is only advantageous at low prey densities. A broad parameter search showed that the optimal search strategy for TBMs was dependent on the density and motility of the fragments and favored stationary TBMs under observed conditions (p = 2 × 10^–16^) (Figure 3I).

### Single-cell RNA sequencing of CD169-lineage cells

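Cells were taken from the inguinal lymph nodes of 2 unimmunized mice and 2 mice at day 9 after immunization, marked with 1 hashtag antibody per mouse, and pooled for 2 10X captures. CITE-seq counts mRNA and DNA-tagged antibodies on the same cells, and a hashtag is a tagged antibody that marks the mouse of origin. The authors deposited UMI counts per gene from CellRanger and hashtag and antibody counts per barcode from CITE-seq-count, without normalization. The hashtag and antibody barcodes did not carry the capture number, so the 1242 cells whose barcode sequence occurred in both captures were left out. Cells with over 25% of UMIs from mitochondrial genes were also removed. Doublets were removed only where a barcode carried more than 1 hashtag. The mouse was the replicate, and counts were summed per mouse and cluster before testing. The rule fixed before the data were examined, Seurat's HTODemux, kept 9665 cells. It gave no hashtag to 3412 of the 5176 barcodes (65.9%) in which the hashtag of immunized mouse 2 held at least 80% of the hashtag counts. The best of 16 NMF starts on the cells it kept had no TBM-like cluster, so the fixed design gave no values for TBM-like cells. The reported values for TBM-like cells therefore come from a plain rule listed beforehand as an alternative. Values from HTODemux starts that held such a cluster are given only as other settings. In the plain rule the highest hashtag holds at least 80% of a barcode's hashtag counts and at least 10 counts. This rule was adopted only after the hashtag counts and the clusters under both rules had been seen. The plain rule kept 2828 and 537 cells of the unimmunized mice, with 18943001 and 3817845 UMIs in all. It kept 4052 and 4722 cells of the immunized mice, with 39020653 and 61983132 UMIs. The median UMI count per cell was 5877 and 6280 in the unimmunized and 9674 and 12728 in the immunized mice.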

We next sorted live CD11b^+^TOM^+^ cells by FACS and performed scRNA-seq by simultaneous epitope and transcriptome mapping (CITE-seq) of 11,384 single cells (Figures 4A and S2A). We decomposed the gene expression matrix by non-negative matrix factorization (NMF)^33^ to show that the data could be modeled by different factorization matrices with cophenetic correlation coefficients approaching 1.00 (Figure S2B). 

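The factorization was repeated on 3000 variable genes after SCTransform, with the Brunet updates, from 16 seeded starts at rank 10 and 6 each at ranks 7 and 12. The cophenetic correlation of the consensus over starts, computed on 3000 cells, was 0.972 at rank 7, 0.960 at rank 10 and 0.923 at rank 12. With the cells kept by HTODemux it was 0.969 at rank 10.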

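At rank 10, whether a TBM-like cluster was found depended on the random start. The cluster was defined by Pf4, Itga9, Ccl12, C3ar1, Ccl7, Stab1, Ms4a7 and Tmem37, and was present in 11 of 16 starts with the plain rule and in 4 of 16 with HTODemux. These counts used 5 CPM added in the marker score, a setting changed after clusters had been looked at with 20 CPM, which gave 7 and 2 starts. The plain-rule start of lowest loss held the cluster, with 1234 cells, and the next 4 by loss did not. That start and most other plain-rule starts ran to the limit of 600 updates. Whether more updates would bring the starts together was not tested. Over all plain-rule starts with the cluster its size ranged from 65 to 1488 cells. The best solution at rank 7, at rank 12 and with at most 10% mitochondrial UMIs had no TBM-like cluster. The best solutions from log-normalized counts and after removal of likely doublets had one, as did Leiden clustering. With 5 CPM added, 3 of 6 starts held the cluster at rank 7 and 5 of 6 at rank 12. With the 10% limit 4 of 6 did, from log-normalized counts 2 of 6 and after removal of likely doublets 5 of 6.

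**Figure D1:**
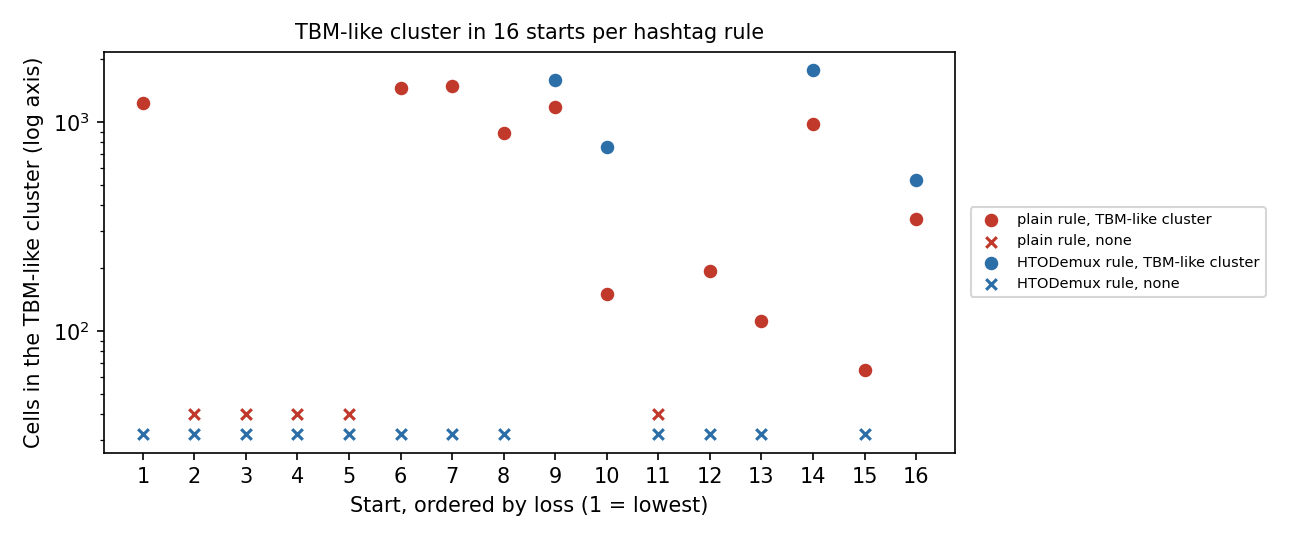
Number of cells in the TBM-like cluster (log axis) for 16 NMF starts per hashtag rule, ordered from lowest to highest loss. Points are starts with the cluster, 11 for the plain rule and 4 for HTODemux, and crosses are starts without it, drawn at an arbitrary height.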

We selected the model with rank *k* = 10 clusters, as it provided the best solution in terms of accurately capturing the complexity of the data (cophenetic coefficient of 0.97) and revealing the subclusters that match the heterogeneity observed in the imaging. We embedded the cells and genes in a 2D visualization using similarity-weighted non-negative embedding (SWNE)^34^ to identify dynamic changes in cell clusters and gene expression from the resting to immunized state (Figure 4A). 

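The 10 clusters of the best plain-rule start were named by marker genes taken from Fig. 4 and Table S1, so the names are rebuilt and need not cover the same cells as the paper's. The TBM-like cluster was led by C1qa, C1qb, C1qc, Mgl2 and Retnla, of which Retnla had 105 and 0.132 CPM in the TBM-like cells of the immunized mice and 2210.0 and 0 in those of the unimmunized mice. The cluster with the highest score for the SSM genes of Fig. 4C, Il18r1, Ltb, Lat and Cxcr6, was led by Cxcr6, Tcrg-C1, Actn2, Cd163l1 and Cd3g, which include T cell genes, and stays unnamed. The cluster with the highest score for the monocyte genes Chil3, Ace, Ly6c2, Treml4, Eno3 and Spn was led by the neutrophil genes S100a9, S100a8, Ngp, Retnlg, Camp and Lcn2, also stays unnamed, and is called the S100a9 cluster. Chil3 and Ace were also among its 10 leading genes, so these are not neutrophil genes alone. TBM-like cells made up 0.99% and 1.86% of the cells of the unimmunized mice and 3.87% and 22.0% of those of the immunized mice. The means differed by 11.5 percentage points (two-sided exact permutation test, p = 0.333, the smallest that 2 mice against 2 allow), less than the SD of 12.8 between the immunized mice. Without immunized mouse 2 the difference was 2.45 points, and without immunized mouse 1 it was 20.6. In the 4 other starts whose TBM-like cluster had under 200 cells the marker score was higher, 2.96 to 3.13 against 1.57, and the difference lay between -0.772 and -0.000838 points. In the 6 others it lay between 3.05 and 14.9 points.

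**Figure D2:**
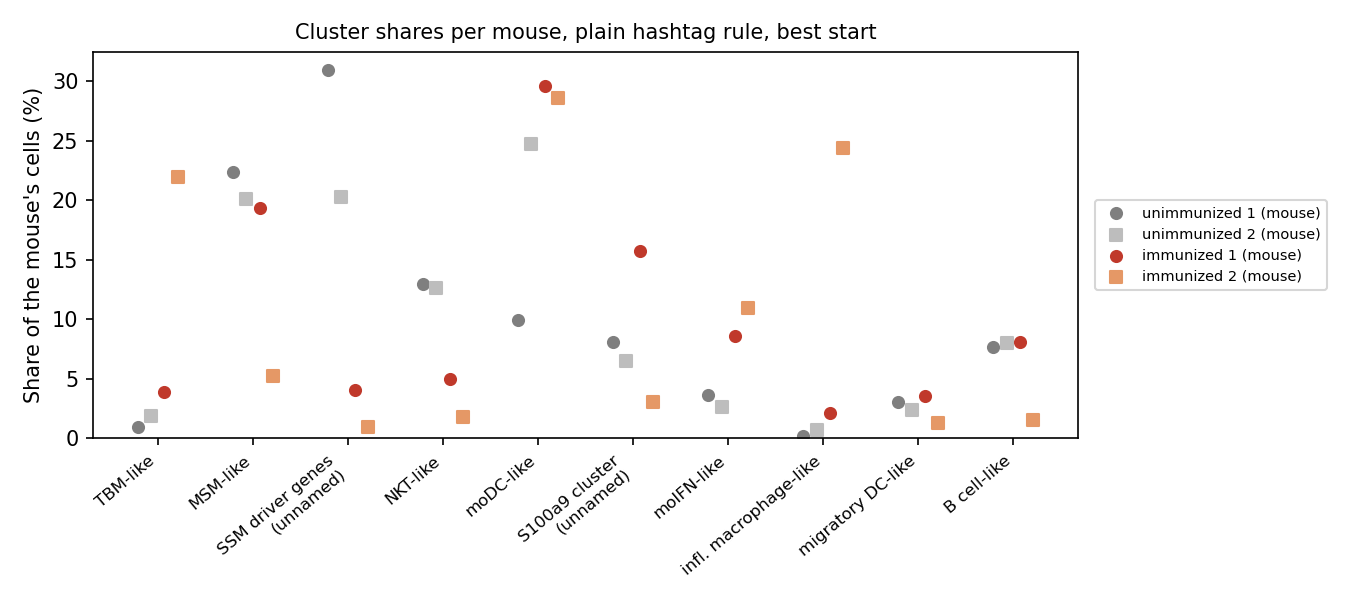
Share of each mouse's cells (%) in the 10 clusters of the best plain-rule start, with 1 point per mouse. Immunized mouse 2 stands apart at 22.0% for TBM-like and 24.4% for inflammatory macrophage-like cells.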

Cell populations were manually classified as SSMs, MSMs, monocytes, monocyte-derived DCs, migratory DCs, interferon-activated monocytes, inflammatory macrophages, and putative TBMs, as well as contaminating B cells and NKT cells (Figure 4B), based on the differential expression of canonical and non-canonical genes and cell-surface markers (Figures 4C and 4D). Cells in the putative TBM cluster express *Mertk*, *Cd68*, and *Cx3cr1*, and downregulate *Siglec1* mRNA and CD169 cell surface protein (Figures 4C and 4D), consistent with the imaging data and FACS analysis (Figures 1A–1E, S1D, and S1E). 

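TBM-like cells of the immunized mice were compared with the equal-weight mean of the other clusters of the same mice, in 1 fit of 39 summed libraries and 12507 genes. Mertk (GRCm38 chromosome 2, 128698956 to 128802894) had 35.2 ± 16.5 CPM in TBM-like cells and 3.97 ± 1.19 in the other clusters (SD, n = 2 mice), a log2 fold change of 5.25 (standard error 0.37, adjusted p = 9.2e-12 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Summing all other cells to 1 library per mouse moved it most, to 2.33, no longer past the threshold. NKT-like cells, migratory DC-like cells and the unnamed cluster with the SSM genes had 0 Mertk UMIs in both mice, so the fitted value depends on the prior count, and the ratio of the mean CPM was 8.87. In immunized mouse 2 inflammatory macrophage-like cells had 21.7 CPM and TBM-like cells 23.5. Cd68 (GRCm38 chromosome 11, 69664213 to 69666153) had 354 ± 41.1 against 179 ± 12.0 CPM, a log2 fold change of 1.43 (standard error 0.14, adjusted p = 1.5e-09 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In immunized mouse 2 the S100a9 cluster had more, 356 against 325 CPM. With the other cells summed the fold change was 0.56 and not past the threshold. Cx3cr1 (GRCm38 chromosome 9, 119901616 to 120069879) had 179.8 and 19.4 CPM in TBM-like cells of the 2 immunized mice. Its log2 fold change of 0.94 (standard error 0.46, adjusted p = 0.157 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) did not pass the threshold. It passed in 9 of 32 other settings, at 0.67 with the mouse as a block (adjusted p = 0.0334 by edgeR) and 1.52 without immunized mouse 2, and was -0.40 without immunized mouse 1. The unnamed S100a9 cluster had the highest Cx3cr1 of the clusters in both mice. TBM-like cells ranked 2nd in immunized mouse 1 and 6th in immunized mouse 2. In the latter moDC-like and MSM-like cells, among others, also had more, 59.9 and 41.6 CPM. Siglec1 (GRCm38 chromosome 2, 131069220 to 131086765), which encodes CD169, had 28.0 ± 10.4 CPM in TBM-like cells and 14.7 ± 1.29 in the other clusters, a log2 fold change of 1.59 (standard error 0.21, adjusted p = 5.9e-07 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In immunized mouse 1 moIFN-like and inflammatory macrophage-like cells had more, 37.9 and 22.3 CPM against 20.6 in TBM-like cells. In immunized mouse 2 inflammatory macrophage-like cells had more, 47.8 against 35.4 CPM. With the other cells summed the fold change was 0.55 and not past the threshold, and without immunized mouse 1 it was 2.64. The CD169 antibody signal, a centred log ratio per cell, was lower in TBM-like cells than in the mean of the other clusters in 4 of 4 mice, with a mean difference of -0.506 ± 0.0550 (SD, two-sided exact sign-flip test, p = 0.13, the smallest that 4 mice allow). It was lower than in MSM-like cells and in the unnamed cluster with the SSM genes in 4 of 4 mice, with mean differences of -1.17 and -1.59. From moDC-like cells it differed by 0.227 ± 0.220, higher in 3 of 4 mice, and from the S100a9 cluster, moIFN-like and migratory DC-like cells by -0.0652, 0.00868 and -0.0295, each within the spread between mice. The ratio is centred over 6 antibodies, so the higher F4/80 and CD11c signals of TBM-like cells by themselves lower their CD169 value. From mean antibody counts on a log2 scale the CD169 difference from the mean of the other clusters was -0.157. In the 4 starts with a small TBM-like cluster the centred log ratio difference was above 0.

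**Figure D3:**
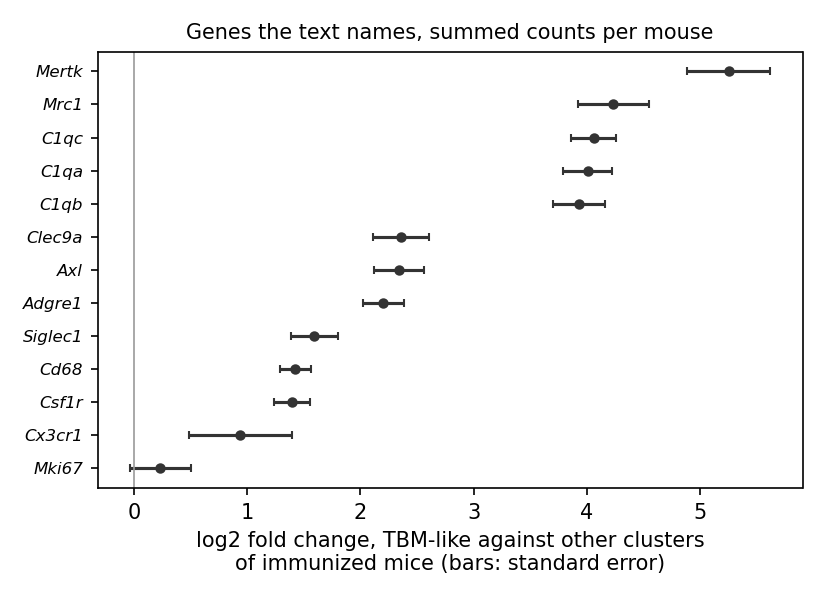
Log2 fold change of the 13 genes named in the text, TBM-like cells against the other clusters of immunized mice, with bars of 1 standard error. On this fitted scale Mertk is highest at 5.25 and Mki67 lowest at 0.23, while by the ratio of mean CPM Mrc1 is highest at 19.8 and Mki67 lowest at 0.924.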

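Adgre1 (GRCm38 chromosome 17, 57358691 to 57483527) had 221 ± 110.3 CPM in TBM-like cells of immunized mice and 67.0 ± 3.05 in the other clusters (SD, n = 2 mice), a log2 fold change of 2.20 (standard error 0.18, adjusted p = 7.0e-11 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In immunized mouse 2 the unnamed S100a9 cluster had more, 158 against 143 CPM. Axl (GRCm38 chromosome 7, 25757273 to 25788705) had 170.0 ± 45.2 against 49.5 ± 13.2 CPM, a log2 fold change of 2.34 (standard error 0.22, adjusted p = 1.4e-09 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). C1qa, C1qb and C1qc, neighbours on chromosome 4, had log2 fold changes of 4.01, 3.93 and 4.06, but these 3 genes led the cluster that was then tested. In clusters made without the 13 genes of the text they were 2.71, 2.84 and 2.91, with 1.62 for Adgre1 and 1.55 for Axl. The TBM-like cluster there had a marker score of 0.511, against 1.57 for the reported one. With 20 CPM added in the score it did not count as TBM-like. After thinning each cell to 1000 UMIs, 62.7% ± 4.13 of TBM-like cells of immunized mice had a C1qa UMI and 4.08% ± 1.88 of B cell-like cells. Unthinned, the shares were 81.8% and 19.8%. B cell-like cells are not a clean negative, since unthinned 48.6% of them had a Cd68 UMI and 36.0% a Csf1r UMI.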

Putative TBMs had detectable *Adgre1* (encoding F4/80), *Axl*, *C1qa, C1qb* and *C1qc* (Figure 4C). F4/80 protein expression was confirmed by the detection of CITE-seq antibody staining (Figure 4D) and FACS analysis (Figure S1D). 

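The F4/80 antibody signal was higher in TBM-like cells than in the mean of the other clusters in 4 of 4 mice, by 0.531 ± 0.221 (SD, centred log ratio, two-sided exact sign-flip test, p = 0.13). From moDC-like cells it differed by 0.118 ± 0.233, within the spread between mice, and was higher in 2 of 4.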

In published immunohistochemistry studies, F4/80 was detected on MSMs^35^ but was undetectable on TBMs.^16,36^ However, it has been reported to be expressed by 50% of TBMs by light and electron microscopy.^37^ A subset of putative TBMs and cells that clustered with MSMs expressed *Mrc1* encoding the mannose receptor CD206 (Figures 4C and 4D). 

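Mrc1 (GRCm38 chromosome 2, 14229392 to 14332057) had 133 and 47.9 CPM in TBM-like cells of the 2 immunized mice, and 10.0 and 0 in MSM-like cells. In the unimmunized mice MSM-like cells had 29.6 and 3.45 CPM. Mrc1 was among the genes leading the TBM-like cluster, and its log2 fold change of 4.23 was 3.68 when cells were clustered without it. Thinned to 1000 UMIs per cell, 9.66% ± 7.95 of TBM-like, 0.510% ± 0.722 of MSM-like and 0.459% ± 0.649 of B cell-like cells of immunized mice had an Mrc1 UMI (SD, n = 2 mice). The share in MSM-like cells did not differ from that in B cell-like cells beyond the spread. Unthinned, the 3 shares were 37.9%, 1.40% and 2.42%, at median depths of 13761, 4355 and 11175 UMIs.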

FACS revealed CD206 staining on a subset of TOM^+^CD11b^+^CD169^-^ cells, which were MERTK^+^ and CX3CR1^+^, in addition to a population of TOM^+^CD11b^+^CD169^lo^ cells (Figure S2C). Confocal microscopy revealed CD206 staining of a subset TBMs and MSMs (Figure S2D). 

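Mki67 (GRCm38 chromosome 7, 135689784 to 135716361) had 15.0 ± 4.34 CPM in TBM-like cells of immunized mice and 16.2 ± 2.81 in the other clusters (SD, n = 2 mice), a log2 fold change of 0.23 (standard error 0.27, adjusted p = 0.649 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The mean of CPM over the other clusters was thus slightly higher than in TBM-like cells, while the fitted value, which averages the other clusters on a log2 scale, was above 0. Both differences were within the spread between mice, and the sign of the fitted value changed in 10 of 32 other settings.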

Putative TBMs expressed *Mki67* at low levels (Figure 4D). CX3CR1-CreERT2 was used to express a histone mCherry specifically in the nuclei of TBMs and distinguish them from the nuclei/DNA of engulfed apoptotic cells. While we could not detect expression of nuclear Ki67 protein, we showed that TBMs stained for EdU, consistent with recent cell division (Figure S2E). 

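Csf1r (GRCm38 chromosome 18, 61100598 to 61132149) had 513 ± 41.7 CPM in TBM-like cells of immunized mice and 304 ± 11.8 in the other clusters (SD, n = 2 mice), a log2 fold change of 1.39 (standard error 0.16, adjusted p = 4.9e-08 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With the other cells summed to 1 library per mouse it was 0.19 and not past the threshold. The unnamed S100a9 cluster had the most in both mice, 670.4 and 677 CPM, and TBM-like cells ranked 3rd of the clusters in both.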

Putative TBMs expressed *Csf1r* (Figure 4C) and were previously shown to express a *Csf1r*-EGFP reporter transgene,^38^ but lacked detectable CSF1R protein.^39^ Gene set enrichment analysis (GSEA) showed that, compared to the other CD11b^+^TOM^+^ cell populations, putative TBMs from immunized mice were enriched for genes involved in apoptotic cell clearance, chemokine receptor binding, response to chemokine, and walking behavior. 

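The mouse GO sets of the paper were not used here, and 13 gene lists written by hand before the data were examined were tested by camera with a preset correlation of 0.01 and Benjamini-Hochberg adjustment over 26 tests. In TBM-like cells of immunized mice, apoptotic cell recognition and engulfment was higher than in the other clusters (37 genes, mean log2 fold change 1.32, adjusted p = 1.7e-11), as were chemokines (27 genes, mean log2 fold change 1.03, adjusted p = 6.6e-04). Both were also past the threshold by fry, and chemokines no longer passed by camera in 2 of 25 other settings. Chemokine receptors were not (20 genes, mean log2 fold change -0.60, adjusted p = 0.781), with 5 genes higher, 5 lower and opposite directions by camera and fry. Of the 37 apoptotic cell recognition genes 23 were higher and 3 lower over all genes tested, and 25 and 4 adjusted over the list alone. C1qa, C1qb, C1qc and Mertk in this list and Pf4, Ccl7 and Ccl12 among the chemokines are genes the study named from these cells or that defined the cluster, so these tests are not independent evidence.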

(Figure 4E; Tables S1 and S2). These data suggest that putative TBMs contains transcriptionally distinct CD169-lineage cells that are adapted to search for and remove apoptotic cell debris.

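In TBM-like cells of immunized mice 1739 genes were higher and 888 lower than in the other clusters, 2627 in all, by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment at 0.05. With the other cells summed to 1 library per mouse 129 genes passed. Without immunized mouse 1 there were 1483 and without immunized mouse 2 1036. On simulated counts for this comparison 79% of 200 changed genes were recovered. These counts had a dispersion of 0.2 against 0.0185 in the data, so this share is not the power of the fit. From the enrichment of genes for apoptotic cell clearance and for chemokine responses, the paper proposes that putative TBMs include transcriptionally distinct CD169-lineage cells adapted to search for and remove apoptotic debris.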

### TBMs are lymph node-resident macrophages

To track the source of TBMs, we generated *Cd169^Cre/+^.LSL-Kikume* (CD169^Kik^) mice carrying the green-to-red photoconvertible fluorescent protein Kikume^40^ (Figure 5A). The inguinal lymph nodes in CD169^Kik^ mice were photoconverted with white light^41^ to irreversibly stamp all CD169-lineage cells at the time as red (Figure S4A). Mice were then immunized and TBMs analyzed on day 7 for expression of green and red fluorescence signals (Figures 5B–5D). In the follicle, SSMs were photoconverted, consistent with their known tissue residence. The majority of TBMs (98%) were also photoconverted (Figures 5C and S4B). A tissue-resident origin was also suggested by experiments in which individual lymph nodes in CD68^Gfp^ mice were shielded with lead during lethal whole-body irradiation >8 weeks prior to immunization and reconstituted with wildtype bone marrow (Figures S4C and S4D). Fate mapping of CX3CR1-expressing cells revealed that naive follicle macrophages were stably labeled and that TBMs developed from precursors expressing CX3CR1 three weeks prior to immunization (Figures S4E–S4G). To explore the contribution of non-tissue-resident circulating monocytes, *Ccr2^CreER/+^.Rosa^LSL-Tdtomato/+^*(CCR2^Tom^) mice were treated with tamoxifen just before and throughout the immune response to indelibly label CCR2^+^ inflammatory monocytes with red-fluorescent protein (Figures 5E and S4H). This confirmed that, while the majority of TBMs (>95%) are derived from non-CCR2-expressing tissue-resident cells, CCR2-expressing cells can make minor contributions to the TBM pool (Figures 5F and 5G). Bone marrow-derived cells were capable of fully reconstituting TBM populations when all tissue-resident precursors were ablated with lethal irradiation (Figures S4I and S4J).

Tissue-resident macrophages are typically dependent on CSF1R signaling for their development,^42^ and CSF1R blockade or *Csf1* mutation has been shown to deplete CD169^+^ SSMs, medullary sinus macrophages (MSMs), and tissue-resident monocytes.^43,44^ We therefore blocked CSF1R prior to and during the GC response in CD169^Tom^ mice (Figure 5H and Figure S4K). This efficiently depleted SSMs and MSMs in resting and immunized mice (Figure S4K and S4L). However, despite their expression of the *Csf1r* gene (Figure 4B), CSF1R blockade did not impair the generation of TBMs (Figures 5H and S4M). These data show that TBMs derive from a CSF1R-blockade-resistant lymph node-resident macrophage that is distinct from CSF1R-blockade-sensitive SSMs and MSMs.

### Distinct TBM morphologies in primary follicles and GCs

The intravital imaging suggested that there were two macro-phage populations inside the follicle, based on their morphology (dendritic versus vacuolated) and location (FMZ versus GC) in immunized mice (Figure 1D). We reviewed GCs at different stages of maturation and observed similar differences in the morphology of GC TBMs (Figures 6A and 6B). Quantitative analysis of the intravital imaging distinguished three populations of TOM+ cells in the follicle, based on cell process length and number of phagocytic vacuoles (Figure 6C). SSMs had shorter processes and no vacuoles; immature TBMs had longer processes and occasionally contained vacuoles; and mature TBMs had shorter processes and multiple vacuoles.

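In the unimmunized mice 28 of 2828 and 10 of 537 cells fell into the TBM-like cluster. Of these, 17 and 10 had no UMI of Marco, Cd209b, Cd209f, Cd209g or Timd4, genes of medullary sinus macrophages. Clustering without the 13 genes of the text gave 24 and 8 TBM-like cells in these mice, and Leiden clustering 32 and 16. Log-normalized counts gave 88 and 48. Over the other plain-rule starts with the cluster the numbers ranged from 10 to 90 and from 1 to 14, and over the HTODemux starts from 76 to 486 and from 19 to 118.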

The scRNA-seq data suggested that putative TBMs were present in unimmunized lymph nodes. We compared the morphology of GFP+ macrophages in the follicle of unimmunized to immunized CX3CR1^Gfp^ mice and showed that in the absence of GCs, some of these cells also contained the occasional CD68^+^ phagocytic vacuoles, similar to immature TBMs (Figure 6D). These vacuoles also contained DAPI+ DNA (Figure 6E). However, these vacuoles were not as prominent or numerous as those in GC TBMs. While blocking CSF1R in unimmunized CD68^Gfp^ mice depleted SSMs, follicular macrophages were still present, albeit at a reduced level (Figures 6F and 6G). Some of these GFP^+^ macrophages were peripherally located beneath the SCS but were distinct from SSMs, which are CD68 negative and CSF1R dependent. Thus, the majority of macrophages in the follicles of unimmunized mice were a CSF1R-blockade-resistant population that had TBM-like properties.

We next compared the transcriptome of the putative TBM cluster in unimmunized and immunized mice (Figure 6H). 

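The TBM-like libraries held 28 and 10 cells with 378685 and 104586 UMIs in the unimmunized mice, and 157 and 1039 cells with 1962175 and 15435642 UMIs in the immunized mice. After immunization 13 genes were higher and 50 lower by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment at 0.05, and 1343 of 12507 had an unadjusted p under 0.05. None of the 13 genes named in the text passed at 0.05 after adjustment. The count depended on the fit. It was 0 when the TBM-like libraries were fitted alone, 100 by DESeq2 and 419 with no filter on low counts. It was 324 without immunized mouse 1, 30 without immunized mouse 2 and 39 without unimmunized mouse 1. On simulated counts for this comparison 18.5% of 200 changed genes were recovered. These counts had a dispersion of 0.2 against 0.0185 in the data, so this share is not the power of the fit. Saa3 (GRCm38 chromosome 7, 46711998 to 46715700) had 48.2 and 8.56 CPM in unimmunized and 321 and 199.6 in immunized mice, a log2 fold change of 2.75 (standard error 0.53, adjusted p = 0.00970 from the same edgeR test). It passed in 12 of 31 other settings, and over all of these its log2 fold change lay between 0.81 and 5.12. The highest came without unimmunized mouse 1, where 1 UMI was left in unimmunized cells and the gene did not pass, nor did it without unimmunized mouse 2, at 2.41. Saa3 led the inflammatory macrophage-like cluster, which had the most Saa3 in both immunized mice, and TBM-like cells ranked 4th in both. Its rise in TBM-like cells exceeded the mean rise of the other clusters by 0.95 on a log2 scale (standard error 0.61), not past the threshold. A rise particular to TBM-like cells is therefore not shown. Ear2 had a log2 fold change of -4.77 (standard error 0.67, adjusted p = 4.5e-04 from the same edgeR test), and passed in 20 of 31 other settings. Over all of these its log2 fold change lay between -5.86 and -0.57, the latter not past the threshold, in plain-rule start 1 with 1 Ear2 UMI in unimmunized cells. Without unimmunized mouse 1 it was -3.09 and not past the threshold.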

GSEA showed that immunization activates a number of key cellular processes (Figure 6H; Tables S3 and S4). In addition to genes related to innate immunity, IL-6 and TNF, and type I and type II interferon signaling pathways, immunization upregulated a number of processes related to apoptosis (such as mitochondrial regulation apoptosis, phagocytosis positive regulation, phagocytic vesicle endocytic, vacuole organization and autophagosome, and antigen mhc vesicle) and cell motility (such as actin cytoskeleton rearrangements, actin nucleation lamellipodium, axon guidance and extension, and regulation podosome assembly). Thus, cells classified as putative TBMs in resting lymph nodes upregulate genes to search for and clear apoptotic cells upon activation and maturation in immunized lymph nodes.

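By camera on the hand-written lists, mitochondrial electron transport and ATP synthase was higher in TBM-like cells after immunization (63 genes, mean log2 fold change 0.39, adjusted p = 9.1e-23). Antigen presentation (29 genes, mean log2 fold change 0.51, adjusted p = 3.6e-12) and actin nucleation, lamellipodium and podosome (49 genes, mean log2 fold change 0.16, adjusted p = 1.4e-05) were higher too. These 3 lists also passed by fry, with adjusted p of 0.0147, 0.0295 and 0.0259. The type II interferon response (27 genes, mean log2 fold change 1.16, adjusted p = 1.1e-06), lysosome and phagosome (46 genes, mean log2 fold change 0.24, adjusted p = 9.3e-06) and regulators of apoptosis (37 genes, mean log2 fold change 0.29, adjusted p = 0.00725) passed by camera alone, with adjusted p by fry of 0.154, 0.08 and 0.142. Over 24 other settings, actin nucleation, lamellipodium and podosome no longer passed in 3, the type II interferon response in 5, regulators of apoptosis in 6 and lysosome and phagosome in 1. Without unimmunized mouse 1 the mean log2 fold change was 0.84 for actin nucleation, lamellipodium and podosome, 0.81 for regulators of apoptosis and 0.38 for lysosome and phagosome. Without immunized mouse 2 it was 0.10 for regulators of apoptosis and 0.35 for the type II interferon response, neither past the threshold, and 0.28 for antigen presentation and 0.25 for mitochondrial electron transport and ATP synthase, both past it. The type I interferon response passed by neither test (31 genes, mean log2 fold change 0.082, adjusted p = 0.455). By camera it was higher and past the threshold in 11 of 24 other settings and had the opposite direction in 7. Without unimmunized mouse 2 it passed at 0.38, and without unimmunized mouse 1 camera's direction was opposite.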

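Apoptotic cell recognition and engulfment did not differ between TBM-like cells of immunized and unimmunized mice by camera (37 genes, mean log2 fold change -0.079, adjusted p = 0.609), and none of its genes passed over all genes tested or adjusted over the list alone. Whether immunization changed TBM-like cells differently from the other clusters was tested as an interaction, in which 0 genes passed by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment and 548 of 12507 had an unadjusted p under 0.05. Genes without UMIs in some other cluster could not be decided by this fit. Among them were Mertk and Pf4, with interaction standard errors of 1616 and 756. By DESeq2 4 genes passed. With the mouse as a replicate block, a fit added after the data had been seen, 3 genes passed by edgeR. These were Ear2, Mmp12 and Rem1, the last 2 named only after their values were seen, and all fell in TBM-like cells relative to the other clusters, with log2 values of -3.33, -4.56 and -4.73 (adjusted p = 0.0115, 0.0226 and 0.0424 by edgeR). Without the block the values were -3.30, -4.32 and -4.88. Over all 26 other settings between 0 and 171 genes passed, the most in a start with a TBM-like cluster of under 200 cells. On simulated counts 23.5% of 200 genes changed in this way were recovered, again with a dispersion of 0.2 against 0.0185 in the data. From the processes enriched after immunization, the paper concludes that resting putative TBMs upregulate genes to search for and clear apoptotic cells as they mature.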

### Dead cells locally activate macrophages to become TBMs in the follicle

The finding of TBM-like cells in the absence of GCs suggests that factors other than antigens or adjuvants may activate their transition to classical TBMs. We tested the hypothesis that dead cells themselves may locally activate TBMs by inducing B cell apoptosis by intravital two-photon excitation (Figure 7A). We first depleted SSMs with CSF1R blockade to ensure that we were investigating follicular macrophages and also to prevent signals from TOM+ SSMs interfering with the image analysis. The follicular stroma was labeled with anti-CD157-CF680 monoclonal antibody, and regions of interest (ROI) in the follicle were irradiated in a targeted manner with NIR light to induce B cell apoptosis^45^ (Figure 7B; Video S6). Ablation of the CF680 signal in the ROI was used as a marker of photodamage (Figure 7B). Intravital imaging revealed changes in the behavior of the macro-phages bordering the ROI, with increased scanning by processes that reached into the ROI (Video S6). In contrast to the control macrophages, within 2 h, these macrophages accumulated more vacuoles and had shorter cell processes (Figures 7C–7E). Next, we used *Mb1^Cre/+^.Rosa26^iDTR^* (B cell-specific DTR) mice in which B cells can be inducibly ablated by the administration of diphtheria toxin.^46^ B cells from these mice were adoptively transferred into CD68^Gfp^ recipient mice and allowed 48 h to home to the lymph nodes and equilibrate before diphtheria toxin was injected (Figure 7F). Analysis of the lymph nodes 10 h later revealed the accumulation of multiple phagocytic vacuoles in TBM-like cells (Figures 7G–7I). Some of these vacuoles contained DAPI + DNA from phagocytosed nuclei, confirming that they contained apoptotic B cells (tingible bodies) that had been targeted by diphtheria toxin treatment (Figure 7J). Notably, there were no GCs in the follicles as demonstrated by IgD staining, in comparison to TBMs in IgD-negative GCs of immunized mice (Figure 7G). These data provide evidence that TBM precursors can be locally activated by the presence of dead cells to acquire the classical features of a GC TBM in secondary follicles.

## Discussion

The silent, non-inflammatory disposal of apoptotic cells, termed efferocytosis, is a fundamental biological process that is required for embryonic development, organogenesis, tissue homeostasis, lymphocyte development, and immune function.^19,47^ Failure to remove apoptotic cells results in secondary necrosis,^48,49^ loss of membrane integrity, and release of immunostimulatory danger-associated molecular patterns (DAMPs).^49^ In the T cell zone, this function is performed by specialized CX3CR1^+^MERTK^+^ T cell zone macrophages (TZMs).^50^ In the B cell follicle, TBMs are similarly tasked with the removal of apoptotic cells in GCs. Here, we have used multiple redundant and complementary mouse reporter systems and lineage-tracing tools to determine the origin and function of TBMs. We show that CD169-lineage, CSF1R-blockade-resistant macrophages that are prepositioned in the follicle can be locally activated by the presence of dead cells to become TBMs in the absence of GCs. Our data reveal novel aspects of TBM biology in the lymph node that most likely reflect the adaptation and functional specialization of tissue-resident macro-phages^51–53^ that may be applicable to other sites of intense programmed cell death, such as the thymus.

Intravital microscopy revealed several unexpected findings. We observed GC B cells undergoing apoptosis in close proximity to TBMs before their subsequent capture and engulfment. While efferocytosis is thought to involve the engulfment of whole dying cells rather than dead cell fragments, we did not observe this, although we cannot exclude the possibility. This is surprising, because electron microscopy studies of the mouse spleen describe TBMs as containing the ingested corpses of whole dead cells identified as plasma cells.^10^ The electron micrographs were obtained of TBMs in the dark zone, and it is possible that we would have observed efferocytosis of intact cells if we had been able to penetrate deeper into the follicle. Similar observations of GC B cell fragmentation have been made from imaging of GC dynamics.^3,7^

We showed that TBMs were fixed in position and uniformly dispersed throughout the GC. In contrast, apoptotic cell fragments were able to migrate at a reduced speed in a “zombie” mode. It is possible that non-fluorescent cells could “bump” the fragments and give the impression of autonomous cell movement, or that apoptotic fragments may be transported by other GC cells such as B and T cells. Under the first scenario, we would expect the log(MSD) vs log(time) plot to show that apoptotic cells display random Brownian motion with α = 1.0, and under the second scenario, we would expect them to display similar motility to the GC B cells or T cells. However, our analysis shows that they are clearly subdiffusive with a slope a α 1, compared to GC B and T cells that were superdiffusive with a α 1.^31,32^ Interestingly, motile apoptotic cells have also been described in the developing zebrafish brain.^54^ We routinely observed non-migratory TBMs extending cytoplasmic processes to chase and capture dead cell fragments. Similar “lazy” search behaviors have been described for other tissue-resident macrophages, which may be dispersed due to territoriality from niche competition and mutual repulsion.^55^ These include Langerhans cells that perform dendrite surveillance extension and retraction cycling habitude (dSEARCH),^56^ liver capsular macrophages,^57^ and microglia.^58^

We next used a number of cell-fate-mapping tools and methods to show that nearly all TBMs originated from lymph node-resident cells, and a small minority originated from circulating blood monocytes. CSF1R blockade showed that TBMs do not derive from SSMs or MSMs. This is consistent with data showing that TBMs are CSF1R-blockade-resistant.^39,44^ TOM+ macrophages in CD169^Tom^ and GFP+ macrophages in CX3CR1^Gfp^ and CD68^Gfp^ mice were present in the primary follicles of unimmunized mice. While these cells did not have the classical appearance of TBMs, several contained the occasional phagocytic vacuole, suggesting that there was some low-level homeostatic cell death occurring in the follicles. Accordingly, the follicles may be the graveyards where senescent naive B cells go to die. These data indicated that macrophages in the follicles, distinct from SSMs, may also give rise to TBMs. This was confirmed by inducing B cell apoptosis by intravital two-photon photoablation,^45^ which locally activated these follicular macrophages to acquire the morphological features of TBMs. In complementary experiments, we induced more widespread death of adoptively transferred B cells and showed that after 10 h, the follicular macrophages had accumulated more vacuoles and shorter processes. These TBM-like cells were generated under conditions in which there were no GCs, suggesting that the presence of apoptotic cells and their DAMPs is sufficient to activate follicular macrophages to become TBMs. EdU labeling suggested that TBMs can undergo proliferative expansion. However, we do not exclude the possibility that TBMs can also arise from other lymph node-resident monocyte/macrophage sources outside the follicle.

CITE-seq resolved putative TBM cells based on their expression of *Mertk, Cx3cr1*, and *Cd68*. Putative TBMs were enriched for genes involved in apoptotic cell clearance, such as the C1Q family of soluble defense collagens also expressed by tissue-resident macrophages.^59,60^ Inherited C1Q deficiency is associated with impaired apoptotic cell clearance and SLE-like illnesses.^61^ Putative TBMs resemble TZMs, which also express *Mertk, Cx3cr1*, and *Cd68*.^50^ This may relate to the functional specializations of both tissue-resident macrophage populations. However, TZMs do not express CD169 protein and are not known to derive from a CD169-lineage precursor. Putative TBMs express *Clec9a* and therefore are developmentally distinct from TZMs, which do not derive from a CLEC9A+ precursor.^50^ Nevertheless, we cannot exclude the possibility that the scRNA-seq data is unable to resolve these two closely related populations.

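Clec9a (GRCm38 chromosome 6, 129408862 to 129424763) had 29.2 ± 10.0 CPM in TBM-like cells of immunized mice and 11.8 ± 2.57 in the other clusters (SD, n = 2 mice), a log2 fold change of 2.36 (standard error 0.25, adjusted p = 8.2e-09 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). B cell-like cells, whose leading genes included the dendritic cell gene Xcr1, had 59.7 and 63.0 CPM. Thinned to 1000 UMIs per cell, 2.64% ± 1.03 of TBM-like, 2.05% ± 0.991 of B cell-like and 0.405% ± 0.573 of MSM-like cells had a Clec9a UMI. Unthinned, the shares were 21.3%, 14.9% and 1.39%. The thinned share in TBM-like cells did not differ from that in B cell-like cells beyond the spread. In the 4 starts whose TBM-like cluster had under 200 cells the log2 fold change was below 0, at the lowest -1.15.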

Plasticity is a hallmark of macrophages, and it is likely that epigenetic programs, transcription factors, non-coding RNAs, and other regulatory mechanisms are involved in maintaining their diversity, adaptability, and function.^62^ The transcriptional cell state of macrophages may be more fluid and less discrete than that of other cell types. Accordingly, it may be difficult to identify classic cell state markers due to the heterogeneity, particularly for TBMs at different states of maturation. This contributes to the poor correlation between mRNA and protein expression in macrophages, which has been demonstrated for the *Csf1r* gene, where mRNA expression by TBMs in *Csf1r-*GFP mice^38^ is not matched by protein expression in CSF1R-FusionRed mice.^39^ The cleavage/shedding and secretion of proteins of interest, such as MERTK^63^ and CD206,^64^ and the C1Q family of complement proteins, respectively, add to the technical challenges of detecting potential TBM marker proteins. A study of CD206 expression from embryogenesis to adulthood reported that TBMs in unimmunized mice did not express CD206.^65^ However, we were able to detect CD206 by both FACS and confocal microscopy in a subset of TBMs. Transition of putative TBMs from the resting to immunized cell states is associated with the upregulation of a number of genes and biological processes that may facilitate the sensing, capture, and phagocytosis of cell fragments by cytoplasmic processes. While these data are consistent with the cells being TBMs, they are not conclusive, and it will be interesting to see future studies exploring the joint genomic, epigenomic, and proteomic regulation of TBM behavior.

There are still many unresolved aspects of TBM biology. For example, TBMs express high levels of class II MHC and have been shown to present antigens and interact with T cells *in vitro* via the production of prostaglandins,^66^ and it will be interesting to define these cell-cell interactions *in vivo* in real time. What, if any, other functions are served by TBMs? GC B cells outnumber TBMs by at least two orders of magnitude.^66^ If as many as half the number of GC B cells die every 6 h,^3^ then each TBM would need to remove 175–225 dead cells in the same time period. It is hard to conceive how TBMs could completely clear such an extraordinary load of debris in such a short time. Furthermore, as the GC reactions progress, TBMs undergo phenotypic maturation and accumulate more vacuoles, which may impair their capacity to take up and process more cellular debris. Thus, TBMs may be much more complex than previously appreciated, and it is hoped that the data presented here will provide the groundwork for future research into these enigmatic cells and their roles in health and disease.

## Limitations of the study

There are several challenges to studying rare immune cell populations, particularly those that are difficult to isolate from solid tissue.^67^ For tissue-resident macrophages, this is compounded by the risk of cell fragmentation,^68,69^ inadvertent cellular activation, and alteration of cell phenotypes and transcriptional states.^59^ Another limitation of scRNA-seq of macrophages is their plasticity and the likelihood that they exist in a fluid continuum of cell transcriptional states.^62^ This contrasts, for example, with naive B cell differentiation, which irreversibly occurs through linear steps via GC B cell, memory B cell, and plasma cell stages that represent discrete cell states. Macrophage plasticity also contributes to their heterogeneity and the poor correlation between mRNA and protein expression, for example, as has been documented for *Csf1r*.^70^ This has also been shown in a recent study by using joint single-cell transcript and protein profiling of heterogeneous macrophage cell states^71^ and implicates post-transcriptional regulation mechanisms.^72^ Future single-cell spatial and multiomic approaches may help to resolve this issue. In this study, we captured the cell states of CD11b^+^TOM^+^ cells from different lymph nodes, separated by 9 days, and it is likely that we did not capture the intermediate cell states along the continuum that bridge the origin (unimmunized) and terminal cell states (9 days post-immunization). Furthermore, TZMs^50^ and SSMs^73^ are seeded *in utero* and slowly replaced by a post-natal wave of bone marrow-derived monocytes. Future studies will be needed to determine the exact ontogeny of TBMs. Another limitation of the study is the penetration depth limit to intravital microscopy.^74^ As a result, it was not possible to penetrate through the entire B cell follicle to image the T cell zone, and we cannot completely rule out the possibility that some TBMs may migrate in from there. Future studies may be possible using adaptive optics or similar technologies to visualize the maturation and dispersion of TBMs in the nascent GC at high temporal resolution over longer time scales.

## Star Methods

### Key Resources Table

**Table:** 

REAGENT or RESOURCE	SOURCE	IDENTIFIER
Antibodies		
Anti-mouse CD169 purified (Siglec1)	This paper	N/A
Anti-mouse CD169 eFluor660 (Siglec1)	Invitrogen	Cat #: 50-5755-82; RRID:AB_2574241
Anti-mouse CD68-Biotin (FA-11)	Bio-Rad	Cat #: MCA1957BT; RRID:AB_323443
Anti-GFP (polyclonal)	ThermoFisher	Cat #:A-11122; RRID:AB_221569
Anti-mouse IgD BV421 (11-26c.2a)	BioLegend	Cat #: 405,725; RRID:AB_2562743
Anti-mouse CD2⅓ 5 APC (7E9)	BioLegend	Cat #: 123,412; RRID:AB_2085160
Anti-mouse/human GL7 PB (GL7)	BioLegend	Cat #: 144,614; RRID:AB_2563292
Anti-mouse Tim-4 (RMT4-54)	BioLegend	Cat #: 130,002; RRID:AB_1227802
Donkey anti-rabbit IgG AF488	ThermoFisher	Cat #: A-21206; RRID:AB_2535792
Goat anti-rat IgG AF555	ThermoFisher	Cat #: A-21434; RRID:AB_2535855
Anti-mouse CD3 APC Cy7 (145-2C11)	BioLegend	Cat #: 100,330; RRID:AB_1877170
Anti-mouse CD4 APC Cy7 (GK1.5)	BioLegend	Cat #: 100,414; RRID:AB_312699
Anti-mouse CD19 APC Cy7 (6D5)	BioLegend	Cat #: 115,530; RRID:AB_830707
Anti-mouse CD8 APC Cy7 (53-6.7)	BioLegend	Cat #: 100,714; RRID:AB_312753
Anti-mouse CD45.2 AF647 (104)	BioLegend	Cat #: 109,818; RRID:AB_492870
Anti-mouse SiglecF BV605 (E50-2440)	BD Biosciences	Cat #: 740,388; RRID:AB_2740118
Anti-mouse/human CD11b BV785 (M1/70)	BioLegend	Cat #: 101,243; RRID:AB_2561373
Anti-mouse CD115 AF488 (CSF-1R)	BioLegend	Cat #: 135,512; RRID:AB_11218983
Anti-mouse Ly6C PE Cy7 (HK1.4)	BioLegend	Cat #: 128,018; RRID:AB_1732082
Anti-mouse Ly6G APC Cy7 (1A8)	BioLegend	Cat #: 127,624; RRID:AB_10640819
Anti-mouse CD3-FITC (500A2)	Invitrogen (eBioscience)	Cat #: 11-0033-82; RRID:AB_837091
Anti-mouse CD11b-Percpcy5.5 (M1/70)	Invitrogen (eBioscience)	Cat #: 45-0112-82; RRID:AB_953558
Anti-mouse F4/80-BV660 (BM8)	BioLegend	Cat #: 123,149; RRID:AB_2564589
Anti-mouse CD4-BP (RM4-5)	BD Pharmingen	Cat #: 558,107 RRID:AB_397030
Anti-mouse V α2-FITC (B20.1)	eBioscience	Cat #: 11-5812-82 RRID:AB_465259
Anti-mouse B220-PB (RA3-6B2)	BD Pharmingen	Cat #: 558,108 RRID:AB_397031
HyHEL9-A647	This paper	N/A
Anti-mouse B220-Biotin (RA3-bB2)	BD Biosciences	Cat #: 553,086; RRID:AB_394616
Anti-mouse CD11b-Biotin b220 (M1/70)	BD Biosciences	Cat #: 557,395; RRID:AB_2296385
Anti-mouse CD11c-Biotin (HL3)	BD Biosciences	Cat #: 553,800; RRID:AB_395059
Anti-mouse CD8 a-Biotin (53-6.7)	BioLegend	Cat #: 100,703; RRID:AB_312742
Anti-mouse Ly6G-Biotin (1A80	BioLegend	Cat #: 127,603; RRID:AB_1186105
Anti-mouse CD43-Biotin (S7)	BD Biosciences	Cat #: 553,269; RRID:AB_2255226
Anti-mouse CD4-Biotin (GK1.5)	BD Biosciences	Cat #: 553,728; RRID:AB_395012
Anti-Ki67 AF647	BioLegend	Cat #: 151,206; RRID:AB_2566801
Anti-mCherry	Thermo Fisher Scientific	Cat #: M11217
Anti-rat AF555	Thermo Fisher Scientific	Cat #: A21434
Anti-mouse MERTK-BV786 (DS5MMER)	Invitrogen (Thermo Fisher)	Cat #:78-5751-82 RRID: AB_2762814
Anti-mouse CD11b-Buv395 (M1/70)	BD Bioscience (Horizon)	Cat #:565,976 RRID: AB_2721166
Anti-mouse CX3CR1-BV78 (SA011F11)	BioLegend	Cat #: 149,029 RRID: AB_2565938
Anti-mouse CD206-biotin (C068C2)	BioLegend	Cat #: 141,713 RRID: AB_10918434
SA-BUV395	BD Bioscience (Horizon)	Cat #: 564,176 RRID: AB_2869553
Normal mouse serum	Jackson ImmunorResearch (Abacus Dx)	Cat #:015-000-120
Avidin/Biotin Blocking Kit	Thermo Fisher Scientific	Cat #: 004,303
Anti-mouse Fc block (2.4G2) anti-mCD16/32	BioXCell	Cat #: 4364B/1013
Anti-CD157 purified (BP3)	This paper	N/A
Anti-mouse CSF1R (AFS98)	BioXCell	Cat #: BE0213; RRID:AB_2687699
Anti-mouse IgG2a (C1.18.4)	BioXCell	Cat #: BE0085; RRID:AB_1107771
TotalSeq-A0106 anti-mouse CD11c	BioLegend	Cat #: 117,355; RRID:AB_2750352
TotalSeq-A0015 anti-mouse Ly-6G	BioLegend	Cat #: 127,655; RRID:AB_2749962
TotalSeq-A0013 anti-mouse Ly-6C	BioLegend	Cat #: 128,047; RRID:AB_2749961
TotalSeq-A0440 anti-mouse CD169 (Siglec-1)	BioLegend	Cat #: 142,425; RRID:AB_2783106
TotalSeq-A0560 anti-mouse CD68	BioLegend	Cat #: 137,031; RRID:AB_2783099
TotalSeq-A0301 anti-mouse Hashtag 1	BioLegend	Cat #: 155,801; RRID:AB_2750032
TotalSeq-A0302 anti-mouse Hashtag 2	BioLegend	Cat #: 155,803; RRID:AB_2750033
TotalSeq-A0303 anti-mouse Hashtag 3	BioLegend	Cat #: 155,805; RRID:AB_2750034
TotalSeq-A0304 anti-mouse Hashtag 4	BioLegend	Cat #: 155,807; RRID:AB_2750035
Chemicals, peptides, and recombinant proteins		
DAPI	Sigma Aldrich	Cat #: D9542
OVA_323-339_ peptide	Mimotopes or GenScript	N/A
Lysozyme from chicken egg white (HEL)	Sigma Aldrich	Cat #: L6876-1G
Sigma Adjuvant System	Sigma Aldrich	Cat #: S6322-1VL
Formalin solution, neutral buffered, 10%	Sigma Aldrich	Cat #: HT5011-15mL
Xylazine	Troy Laboratories	Cat #:XYLAZ 2
Ketamine	Mavlab Animal Health	Cat #: KETA M I
Buprenorphine (Temgesic)	Sigma	Cat #: TEMG I
T-putty	Thermagon Inc	Cat #: A10548-5
Silicone Grease	Beckman Coulter	Cat #: 335,148
EDTA	Sigma	Cat #: E5134
RPMI 1640 Medium, GlutaMAX™ Supplement	Gibco/ThermoFisher Scientific	Cat #: 61,870,036
PBS, pH 7.4	Gibco/ThermoFisher Scientific	Cat #: 10,010,049
Fetal Bovine Serum, heat inactivated	Bovogen	Cat #: SFBS
O.C.T Compound	Sakura	Cat #: 4583
Fluoromount-G	Southern Biotech	Cat #: 0100-01
Fetal Bovine Serum, qualified, heat inactivated	GIBCO	Cat #: 10,500,056
Fetal Bovine Serum	GIBCO	Cat #: 10,500,064
Penicillin and Streptomycin	Thermo Fisher Scientific	Cat #: 15,140,122
Normal rat serum	Thermo Fisher Scientific	Cat #: 31,888; RRID: AB_2532178
Normal donkey serum	Sigma Aldrich	Cat #: D9663-10ML
Paraformaldehyde	Thermo Fisher Scientific	Cat #: 043,368.9M
Chicken Gamma Globulin	Rockland	Cat #: D602-0100
AS03-like adjuvant	InVivoGen	Cat #: vac-as03-10
Tamoxifen free base	Merck Life Science	Cat #:T5648-1G
Corn Oil	Sigma Aldrich	Cat #: C8267
Diphtheria toxin	Calbiochem, Merck	Cat #: 322,326
Baytril	Bayer	N/A
Prolong Diamond Antifade	Thermo Fisher Scientific	Cat #: P36965
Triton X-100	Merck	Cat #: X100
Sucrose	Sigma Aldrich	Cat #: S0389-500G
100% Acetone	Thermo Fisher Scientific	Cat #: 177,170,050
Liberase TM Research grade	Roche	Cat #: 5,401,119,001
DNasel	Sigma	Cat #: 10,104,159,001
CF680 conjugation kit	(Biotium)	Cat #: 29,070 - 29,082
Click-iT EdU Cell Proliferation Kit for Imaging, Alexa Fluor™ 647 dye	Thermo Fisher Scientific	Cat #:C10340
5-Ethynyl-2′-deoxyuridine (EdU)	Biosynth Carbosynth	Cat #: NE08701
Critical commercial assays		
Chromium Single Cell 3′ GEM, Library & Gel Bead Kit v3.0	10X Genomics	Cat #: 1,000,092
Chromium Chip B Single Cell Kit	10X Genomics	Cat #: 1,000,074
Chromium i7 Multiplex Kit	10X Genomics	Cat #: 120,262
NovaSeq 6000 S1 Reagent Kit v1.0 (300 cycles)	Illumina	Cat #: 20,012,863
Deposited data		
CITE-Seq data	GEO Datasets	GSE214060
Experimental models: Organisms/strains		
C57BL/6-Tg(CD68-EGFP)1Drg/J mice	Jackson Labs	JAX: 026,827
B6.129P2(C)-Cx3cr1tm2.1(cre/ERT2)Jung/J mice	Jackson Labs	JAX: 020,940
B6; 129S-Gt(ROSA)26Sortm1.1Ksvo/J	Jackson Labs	JAX: 023,139
B6.129P2(Cg)-Cx3cr1tm1Litt/J mice	Jackson Labs	JAX: 005,582
Cd79atm1(cre)Reth mice	Jackson Labs	JAX: 020,505
B6.Cg-Gt(ROSA)26Sortm9 (CAG-tdTomato)Hze mice	Jackson Labs	JAX: 007,914
Gt(ROSA)26SorFlox.stp.DTR mice	Jackson Labs	JAX: 007,900
B6SJL CD45.1 mice	Oxford University core breeding facility	N/A
C57/BL6J CD45.2 mice	Oxford University core breeding facility	N/A
C57BL/6N-Ccr2tm1(cre/ERT2, mKate2)Arte/BechJ	Burkhard Becher, University of Zurich, Switzerland	^91^
C57BL/6-Siglec1<tm1(cre)Mtka>	Masato Tanaka, Tokyo University of Pharmacy and Life Sciences, Japan; BRC	RBRC06239
B6.Cg-Gt(ROSA)26Sor < tm1.1(CAG-kikGR)Kgwa>	BRC	RBRC04847
Tg(CAG-Kaede)#Kgwa	Michio Tomura, Osaka Ohtani University	N/A
SWHEL mice	Robert Brink, Australian BioResources	N/A
Tg(ACTB-ECFP)1Nagy/J	Jackson Labs	JAX: 003,773
B6.Cg-Tg(TcraTcrb425Cbn/J	Jackson Labs	JAX: 004,194
Software and algorithms		
CellRanger 4.0.0	10X Genomics	https://support.10xgenomics.com
CITE-seq-count	Hobeika et al.^81^	https://github.com/Hoohm/CITE-seq-Count
R 4.1.0	The Comprehensive R Archive Network	https://cran.r-project.org/
RStudio 1.4.1717	RStudio	https://www.rstudio.com/
Seurat_4.1.0	Phan et al.^82^	https://github.com/satijalab/seurat
NMF_0.24.0	Tomura et al.^83^	http://renozao.github.io/NMF/
swne_0.6.2	Sasmono et al.^38^	https://github.com/yanwu2014/swne
edgeR	Hadjantonakis et al.^84^	https://bioconductor.org/packages/edgeR/
GSEA 4.2.3	Barnden et al.^85^	https://www.gsea-msigdb.org/gsea
M5.all.v0.3.symbols.gmt	msigDB	https://www.gsea-msigdb.org/gsea/msigdb
Cytoscape 3.9.1	Stoeckius et al.^86^	www.cytoscape.org
EnrichmentMap 3.3.4	Luke et al.^87^	http://www.baderlab.org/Software/EnrichmentMap
AutoAnnotate 1.3.5	Read et al.^88^	http://www.baderlab.org/Software/AutoAnnotate
FIJI	Read et al.^89^	https://imagej.net/Fiji
QuPath	90	https://qupath.github.io/
Adobe Photoshop	Adobe	https://www.adobe.com/au/products/photoshop.html
Adobe After Effects	Adobe	https://www.adobe.com/au/products/aftereffects/campaign/pricing.html
Adobe Illustrator CC	Adobe	https://www.adobe.com/uk/products/illustrator.html
Imaris, 9.8.9	Oxford Instruments	https://imaris.oxinst.com/versions/9-8
MATLAB	MathWorks	https://www.mathworks.com/products/matlab.html
Flowjo, version 10	Tree Star	https://www.flowjo.com/
Prism, version 9	GraphPad	https://www.graphpad.com/scientific-software/prism/; RRID:SCR_002798
FACSDiva	BD Biosciences	http://www.bdbiosciences.com/us/instruments/clinical/software/flow-cytometry-acquisition/bd-facsdiva-software/m/333333/overview
Java JRE 17.0.1	Oracle	https://www.oracle.com/java/technologies/javase/jdk17-archive-downloads.html
Python 3.9	Python	https://www.python.org/downloads/release/python-390/
Mathematical modeling	GitHub	https://github.com/theimagelab/tbm https://doi.org/10.5281/zenodo.7587414
BioRender	BioRender	https://biorender.com/
Other		
Nil		

## Resource Availability

### Lead contact

Further information and requests for resources and reagents should be directed to and will be fulfilled by the Lead Contact, Dr Tri Giang Phan ().

### Materials availability

This study did not generate unique reagents.

## Experimental Model and Subject Details

Animal experiments were performed in accordance with approved protocols from Garvan Institute/St Vincent’s Hospital Animal Ethics committee (ARA 18/33 and 2½5). All experiments were performed under the authorization by a project license granted by the UK Home Office and were also approved by the Institutional Animal Ethics Committee Review Board at the University of Oxford.

### Animals

CD169^Tom^ mice were generated by crossing CD169-Cre mice (RBRC06239; C57BL/6-Siglec1<tm1(cre)Mtka>)^29^ with mice carrying the LSL-tdTomato mice (007,914; B6.Cg-Gt(ROSA)26Sortm14(CAG-tdTomato)Hze/J).^75^ CD169^Kik^ mice were generated by crossing CD169-Cre mice with floxed Kikume mice (RBRC04847; B6.Cg-Gt(ROSA)26Sor < tm1.1(CAG-kikGR)Kgwa>).^76^ CD68^Gfp^ transgenic mice (026,827; C57BL/6-Tg(CD68-EGFP)1Drg/J)^77^ and CX3CR1^Gfp^ knock-in/knock-out mice (005,582; B6.129P2(Cg)-Cx3cr1tm1Litt/J)^78^ have been previously described. *Cx3cr1*^CreER/+^*.Rosa*^lsl-dTom/+^ mice were generated by crossing Cx3cr1-CreER mice (020,940; B6.129P2(C)-Cx3cr1tm2.1(cre/ERT2)Jung/J)^79^ to LSL-tdTomato mice. *Ccr2*^CreER/+^.*Rosa*^lsl-dTom/+^ mice were generated by crossing Ccr2-CreER mice (Ccr2tm1(cre/ERT2,mKate2)Arte)^80^ to LSL-tdTomato mice. Mb1-DTR transgenic mice were generated by crossing CD79a-CreERT2 mice (033,026; B6.C-Cd79atm3(cre/ERT2)Reth/EhobJ)^81^ to ROSA26-DTR mice (007,900; C57BL/6-Gt(ROSA)26Sortm1(HBEGF)Awai/J).^46^ SW_HEL_ mice expressing a knock-in BCR against hen egg lysozyme (HEL)^82^ were maintained on a C57BL/6J or C57BL/6-SJL.Ptprc^a/a^ congenic background. Kaede transgenic mice (Tg(CAG-Kaede)#Kgwa)^83^ were crossed to SW_HEL_ mice to obtain green fluorescent SW_HEL_ B cells on a C57BL/6J background. CFP transgenic mice expressing cyan fluorescent protein under the β–actin promoter (003,773; Tg(ACTB-ECFP)1Nagy/J)^84^ were crossed to OT-II TCR transgenic mice (004,194; B6.Cg-Tg(TcraTcrb425Cbn/J),^85^ and maintained on a C57BL/6 background. C57BL/6 and C57BL/6-SJL.Ptprc^a/a^ congenic mice were purchased from Australian BioResources (Moss Vale, Australia).

All mice were bred and maintained on a C57BL/6J background, were maintained in individually ventilated cages and were at over 6 weeks of age at the time of experimentation. Both males and females were used. Mice were housed at the Australian BioResources, the Garvan Institute of Medical Research Biological Testing Facility or the University of Oxford Biomedical Sciences facility under pathogen free conditions and fed standard mouse chow. Animal experiments were performed under the approved guidelines of the Garvan Institute of Medical Research and St Vincent’s Hospital Animal Ethics Committee and by a project licence granted by the UK Home Office and by the Institutional Animal Ethics Committee Review Board at the University of Oxford. Mice were genotyped by the Garvan Molecular Genetics facility at the Garvan Institute of Medical Research or at the University of Oxford.

## Method Details

### Bone marrow chimera generation

To generate bone marrow chimeric mice, mice were lethally γ-irradiated at 4.5 Gy for 300 s, followed by a 3-h rest period, and a sub-sequent 4.5 Gy dose for 300 s. For shielded irradiation, isoflurane anesthetized mice were irradiated from an X-ray source with two doses of 5.5 Gy for 232 s, separated by 3-h rest period. During irradiation, the right inguinal lymph node was shielded with a lead block that was measured to reduce radiation exposure by 92%. Following irradiation mice were injected i.v. with donor bone marrow and provided with antibiotics (0.16 mg/mL Enrofloxacin (Baytril) in drinking water for 4 weeks. Mice were allowed to reconstitute for a minimum of eight weeks.

### Adoptive cell transfer and immunizations

Donor mice were euthanised by CO_2_ inhalation and cervical dislocation and the spleens harvested. Single cell suspensions of splee-nocytes were prepared by mashing spleens through a 70μm nylon mesh filter over a 50mL Falcon tube with a 1mL syringe plunger end. Centrifugation steps in 15mL or 50mL tubes were spun at 1500rpm (270 rcf), 5 min, 4°C. Red blood cells (RBCs) were lysed using 4mL 31 RBC lysis buffer under-layered with 1mL Fetal Bovine Serum (FBS). Cells were washed in 10mL FACs wash and resuspended at 10^8^ cells/mL. OT-II cells were enriched by negative depletion with biotinylated antibodies for anti-B220, anti-CD11b, anti-CD11c, anti-Ly6G anti-CD8a. Naive B cells and SW_HEL_ B cells were enriched by negative depletion with biotinylated antibodies for anti-CD4, anti-CD11b, anti-CD11c, anti-CD43 and detected with MACs anti-biotin magnetic beads (Miltenyi). Washed and filtered cells were passed through LS columns on a MACs Separator to isolate the negative fraction donor population of interest. Purity of CD4^+^ Vα2^+^ OT-II population or B220^+^ HEL-binding SW_HEL_ population was determined by FACs analysis. Cells were filtered through 35μm filter round-bottom FACs tubes (Corning) prior to data acquisition on either LSR II or Fortessa (BD Biosceiences). 2.5 × 10^5^ CD4+Vα2^+^ Cyan OT-II T cells and Kaede B220^+^ HEL-binding B cells were injected intravenously into age and sex matched recipients. At times, for clearer imaging, 2.5 × 10^5^ CD4+Vα2^+^ Cyan OT-II T cells, 0.5 × 10^5^ Kaede B220^+^ HEL-binding B cells and 2.0 × 10^5^ WT B220^+^ HEL-binding B cells were injected intravenously into age and sex matched recipients. For naive B cell transfer studies, 10 million naive B cells were injected intravenously into age and sex matched recipients. For B cell ablation studies, RBC lysed unfractionated splenocytes from single donor Mb1-DTR mice spleen were transferred intravenously per recipient.

### Adjuvant based antigen immunization

Recipient mice of the OT-II cells and SW_HEL_ B cells were immunized the day after cell transfer. This was done subcutaneously with 20μg HEL-OVA in Sigma Adjuvant System (SAS) (Sigma) in the upper and lower flanks and at the tail base of mice.

### HEL-OVA antigen preparation

To prepare HEL-OVA, HEL was chemically conjugated to OVA_323-339_ peptide (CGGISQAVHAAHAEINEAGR) (Mimotopes or Genscript) using the cross-linking agent Succinimidyl-6-([β-maleimidopropionamido] hexanoate) (SMPH) (Thermo Fisher Scientific).

### CGG immunization

To generate a localised immune response, mice were immunized subcutaneously with 10μg of chicken gamma globulin (CGG) mixed with equal volume of AS03-like adjuvant (AddaS03, Invivogen) into the upper and lower flanks (100μL per animal side).

### CSF1R blocking

200μg rat anti-mouse CD115 antibody (BioXCell) or rat anti-mouse IgG2a (BioXCell) was administrated via intra-peritoneal injection every-other day for a total of 4 doses in resting mice or a total of 9 doses in immunized mice. The anti-CD115 antibody dose was determined as described previously.^44^

### Diphtheria toxin treatments

Mice received single doses of 0.75μg diphtheria toxin (Calbiochem, Merck) in saline by i.p. injection.

### Tamoxifen treatments

Mice were injected intraperitoneally with 2mg of tamoxifen dissolved in 10% ethanol, 90% corn oil.

### Preparation of single cell suspensions

Mice were euthanised by CO_2_ inhalation and cervical dislocation and organs of interest were harvested and processed into single cell suspensions at a staining concentration of 1.5×10^7^ cells/mL.

### Lymph node digestion

4-6 lymph nodes (inguinal, auxiliary and brachial) were dissected per mouse. The lymph nodes were teased apart with dissecting forceps and digested in 200μg/ml Liberase (Roche) and 20μg/ml DNase (Sigma) for 20 min at 37°C in PBA (PBS with 0.1% BSA, 0.02% sodium azide). Digestion was inactivated by adding 500μL FBS and 25μL (0.5M) EDTA. The digested lymph nodes were then mashed through a 100μm nylon mesh cell strainer and washed three times with PBA. Centrifugation steps were spun at 1500rpm (270 rcf), 5 min, 4°C.

### FACS analysis

Single-cell suspensions were prepared as described above. Cells were blocked with Fc block (anti-CD16/32) prior to staining. To detect HEL-binding B cells for adoptive transfer, cells were stained with HEL at 200 ng/ml, followed by HyHEL9 Alexa Fluor 647. Antibodies used are shown in key resources table and were made up in FACS buffer. In-house conjugation was performed using a fluorescent protein labeling kit to CF680 (Biotium). Cells were filtered using 35μm filter round-bottom FACS tubes (BD Biosciences) immediately prior to data acquisition on either an LSR II SORP or Fortessa (BD Biosciences) and data analyzed using FlowJo software (Tree Star, Inc.).

### Cell sorting and 10X capture for scRNA-seq

9 days post-immunization, inguinal lymph nodes were dissected from each CD169^Tom^ mouse (2 unimmunized and 2 immunized). The lymph nodes were dissected and digested as described above and single cell suspensions were prepared. Cells were stained with CD11b-PerCP-Cy5.5, a panel of CITE-seq antibodies (as listed in the Reagents and Resources table), and one hashtag antibody per mouse, and then sorted on a FACSAria III (BD Biosciences) for CD11b^+^TOM^+^ cells. A total of 90,000 hash-tagged cells were sorted at >95% purity. These were combined into one multiplexed sample that was split across two Chromium 10X capture reactions. 18,662 single cells were encapsulated in Gel-Beads-in emulsion (GEMs) using the 10X Controller with a Chromium Single Cell 3′ GEM Library and Gel Bead kit (Garvan Weizmann Center for Cellular Genomics). The CITE-seq and hashing protocol described by Stoeckius et al. was used to generate an antibody-derived tag (ADT) sequencing library, a hashtag oligo (HTO) library and a 3′ gene expression library for each capture reaction.^86^ The libraries were sequenced on an Illumina NovaSeq 6000 (Ramaciotti Center for Genomics, UNSW Australia).

### Immunofluorescence microscopy

#### Tissue preparation

Lymph nodes were harvested and fixed in formalin solution 10% neutral buffered (Sigma-Aldrich), dehydrated in 30% sucrose gradient (Sigma) and frozen in optimal cutting temperature compound (OCT) (Sakura) in Tissue-Tek cryomolds (Sakura). 30μm or 10μm sections were cut on a cryostat and captured on Superfrost Plus glass slides (Thermo Scientific). 10μm section slides were further submerged in 100% ice-cold acetone (Thermo-Fischer scientific) and dried overnight before staining. Cut sections were blocked using the appropriate species blocking serum in 3% BSA in PBS. All antibodies used for staining sections are described in key resources table and were made up in 0.01% BSA in PBS. In house conjugation was performed using a fluorescent protein labeling kit to CF680 (Biotium). Staining mixes that contained fluorescent antibody mixes were spun down at full speed for 10 min before use. For 30 μm sections, 0.3% Triton X-100 (Merck), 0.2% BSA (Merck) and appropriate species blocking serum were included in staining solution. All staining steps were performed at room temperature for an hour, or 6 h to overnight at 4°C for 30μm sections with washing 33 between steps in PBS solution. Fluoromount G (Southern Biotech) or Diamond Prolong Antifade (Thermo Fisher Scientific) were used to mount coverslips (Menzel-Gläser) prior to visualisation of slides.

#### EdU labeling

Mice hemizygous for CX3CR1-CreERT2, Rosa26-LSL-mCherry and CD68-GFP were treated with tamoxifen by oral gavage (12mg) once followed by 3 additional i.p. tamoxifen injections (2mg) on days 2, 4 and 6. The animals were subsequently immunized s.c. with CGG/AddSO3 1 week later. Mice received EdU (0.45 mg/ml, supplemented with 2% sucrose) in their drinking water continuously from the day after immunization until tissue harvest on day 11. Fixed frozen tissue sections (40μm) were stained. Click-iT EdU staining was performed as per manufacturer’s instructions, except incubation was 1h 2% rat serum was included in all steps following anti-rat AF555.

#### Image acquisition

Images were collected on a Leica DMI 6000, SP8 Basic Confocal microscope, a Zeiss 780 confocal microscope, or a Zeiss Axioscan slide scanner. Images were acquired with a Plan-Apochromat 20×, 40×, 60× or ×100 oil immersion objective. Excitation lasers used were 405nm, 488nm, 554nm and 632nm and detectors were set according to the corresponding fluorophores used. Typically, images were acquired at 1024 × 1024 pixels, 100 Hz scan speed and with the pinhole set to 1 Airy unit. Leica LSX or ZEN2010 software was used to capture z stack or single images per fluorochrome. Images were compiled and brightness and contrast adjusted in Adobe Photoshop or ImageJ. Maximum intensity projections of z-stacks were created using ImageJ software. Tile images were collected on a Leica DM600 confocal microscope. LAS v4.5 software was used to capture single images per fluorochrome used for staining. Images were compiled and brightness and contrast adjusted in Adobe Photoshop or ImageJ.

#### Colocalization

A colocalization channel of CD169^Tom^ and CD206 was made in Imaris using the colocalization function. TBM and MSM were segmented using the surface tool, masked onto separate channels.

### Two-photon microscopy

#### Fiducial labeling for two-photon microscopy

The anti-CD157 monoclonal antibody clone BP-3 was conjugated with CF680 protein labeling kit (Biotium) and used to label follicular stroma (injected overnight) or follicular dendritic cell network (injected >3 days prior) as has been previously described.^30^

#### Explant lymph node imaging preparation

The mouse was euthanised by CO_2_ inhalation and cervical dislocation and the inguinal LN taken. The LN was separated from adipose and connective tissue under a stereomicroscope with low-level illumination. The LN was mounted, cortical side up, on a cut plastic coverslip with VetBond tissue glue. Excess glue was removed under the stereomicroscope, as VetBond glue is fluorescent and can interfere with imaging. Silicone grease was used to adhere the coverslip to a 6cm Petri dish.

#### Intravital lymph node imaging preparation

Anesthesia was induced in the mouse with 100 mg/kg ketamine/20 mg/kg xylazine and maintained with 0.5–1.5% isoflurane supplemented with 100% oxygen at a flow rate of 500 mL/min via a nose cone.^31^ The anesthetised mouse was kept warm on a customized heated SmartStage (Biotherm) set to 37°C and Lacri-Lube was applied to its eyes to prevent dryness. Hair on lower flank and inguinal area was shaved and micropore tape used to remove further hairs. Skin was sterilised with 70% ethanol and sterile scissors used to cut a skin flap on either the right-hand or left-hand flank that exposes the inguinal lymph node. T-putty (LairdTech) was applied to base of PDMS polymer (Dow Corning) and stuck to base of heating pad. VetBond tissue glue was used on the outside of PDMS to stick the skin flap down on to the PDMS base. Skin over the inguinal lymph node was cut with microdissection scissors and PBS applied to prevent the lymph node from drying out. Adipose tissue covering and surrounding the LN was removed under a stereomicroscope with low-level illumination. An O-ring was stuck down with silicone grease around the inguinal lymph node and PBS applied to create a meniscus. At times, Immersol (Carl Zeiss) was also applied to provide additional meniscus stability.

#### Photoconversion surgery

Anesthesia was induced with 100 mg/kg ketamine/20 mg/kg xylazine. The anesthetised mouse was kept warm on a customized heated SmartStage (Biotherm) set to 37°C and Lacri-Lube ointment was applied to its eyes to prevent dryness. Hair on lower flank and inguinal area was shaved and micropore tape used to remove further hairs. Skin was sterilised with 70% ethanol and sterile scissors used to cut a small incision to reveal the inguinal lymph node. Some of the surrounding adipose tissue was removed and the exposed lymph node was exposed to white light for 30 min. PBS was applied at regular intervals to the lymph node to prevent it from dying out. The outer skin was sutured and sham surgery was performed on the other inguinal lymph node. After recovery from anesthesia, 0.75 mg/kg of buprenorphrine was injected subcutaneously for post-operative analgesia. Mice were given gel food, monitored closely and sacrificed up to 7 days post-surgery.

#### Two-photon image acquisition

Imaging was performed on a Zeiss 7MP two-photon microscope (Carl Zeiss) powered by a Chameleon Vision II NIR laser (Coherent Scientific) tuneable between 690 and 1060nm. Images were acquired with a W Plan-Apochromat 20×/1.0 DIC (UV)Vis-IR water immersion objective. Excitation wavelength used was 920nm. Fluorescent images were acquired with an LBF 760 and BSMP 760 to enable detection of far-red signals. Non-descanned detectors (NDD) were SP 485 (blue; SHG and CFP), 50 BP0-550 (green; Kaede, CFP), 56 BP5-610 (red; Kikume red, CF555) and 64 BP0-710 (far-red; CF680). Typically, 75-120μm z-stacks, sampling every 3μm, were acquired. Image stacks were acquired at 30 s time intervals for 30-60-min movies for 60-120 cycles. Imaging was also performed on an FVMPE-RS two-photon microscope (Olympus) powered by InSight X3 (Spectra-Physics) with a tuning range of 680nm–1300nm and MaiTai DeepSee eHP (Spectra-Physics) with a tuning range 690nm–1040nm NIR lasers. Images were acquired at 930nm and 1140nm. Filter Sets for NDD include: violet (410nm–455nm) and green (495nm–540nm) fluorescence; cyan (460nm–500nm) and yellow (520nm–560nm) fluorescence; green (495nm–540nm) and red (575nm–645nm) fluorescence, 475 (465nm–485nm, for SHG) and red (605nm–685nm). We also used the FV30-FRCY5 with red barrier filter (575nm–645nm), 650nm dichroic mirror and Cy5 barrier filter (660nm–750nm) for red and far-red detection. Typically, 75-120μm z-stacks, at 3μm z-step intervals, were acquired. Image stacks were acquired at 30 s time intervals for 30-60-min movies for 60-120 cycles.

#### Intravital two-photon photoablation

Surgery was performed as above for **Intravital Lymph Node Imaging Preparation** and two-photon microscopy was performed on the FVMPE-RS two-photon microscope. The Region of Interest (ROI) was selected and targeted for intravital two-photon photoablation. The MaiTai laser was set to 800nm and 2.66w (25% laser power intensity), for a total of 90 s, until ablation of the CF680 signal in the ROI was achieved.

## Quantification And Statistical Analysis

### Two-photon microscopy image analysis

Raw (LSM) image files were imported into the Imaris (Bitplane) software. Movies were stabilised for rotational/translational drift using Imaris correct drift function, using an appropriate fiducial marker as a reference (e.g., stationary macrophage, mouse hair, collagen capsule).

### Cell tracking

Tracking and segmentation of cells (including B cells and macrophages) were performed with Imaris surfaces function, using a resolution of 0.8 μm. Thresholds were chosen in a semi-automated manner on the Kaede (green) channel and tdTomato (red) channel for B cells and macrophages, respectively. Surfaces were then tracked using Imaris tracking function with parameters: Brownian motion, max gap size = 0, max distance = 7 μm, and filtered to retain tracks with duration greater than 150 s (5 time steps) to remove short-lived/noisy tracks.

Tracking of Cyan OT-II T Cells required an additional filtering step because the SHG signal and cyan signal overlap in the blue channel. A surface was drawn at resolution 20 μm and threshold chosen in a semi-automated manner to segment the collagen capsule. A mask was drawn on the capsule surface such that only the blue signal outside of the capsule was copied to a new channel, (“T cell channel”). Tracking and segmentation of T cells was then performed as in the B cells and macrophages on the T cell channel.

### Fragment tracking

Tracking and segmentation of fragments, due to their small size and weak signal, required additional steps to avoid capturing full size cells and noisy signal. This was performed as follows: Surfaces (called “surface 1”) were drawn on the green (Kaede) channel at 0.8μm resolution, with threshold chosen in a semi-automated manner to capture both full-size cells and fragments without excess merging of separate objects. Surface 1 was then filtered by volume to retain objects larger than 100μm^3^. The green (Kaede) channel was then masked by surface 1 such that only the green signal *outside* of surface 1 is copied to a new channel (“Mask Channel”). Surface 2 is then drawn on Mask Channel at 0.8μm resolution, with threshold chosen in a semi-automated manner to capture fragments. These were then tracked using Imaris tracking function with parameters: Brownian motion, max gap size = 0, max distance = 7 μm, and filtered to retain tracks with duration greater than 150 s (5 time points) to remove short-lived/noisy tracks.

### Filament tracing

Tracking and segmentation of macrophage filaments, due to their rapid movement and weak signal compared to the bright macrophage body, was not able to be performed in a fully automated manner. Instead, this was performed in a semi-supervised manner: For each frame, the centroid of the macrophage was identified automatically using Imaris FilamentTracer function. Individual filament tips were then manually identified in each frame. Using the Imaris Edit Filaments tool, filaments were drawn from the macrophage body to the tip in a semi-supervised manner wherein the filament thickness is calculated based on signal intensity. Filament tips were then manually tracked on a frame-by-frame basis, by adding filament tips to their respective tracks. The total track length, for a single TBM, is determined by summing individual filament tip track lengths of each filament originating from that TBM over the course of the imaging session.

### Vacuole counting

Macrophage vacuoles were manually counted on a single z-slice, based on visually inspecting a lack of signal within the macro-phage body.

### Germinal center segmentation and analysis

The GC structure was identified in a semi-supervised manner using Imaris surfaces function on the green (Kaede) channel at resolution 40μm. All surfaces except the largest volume surface (the GC) were then removed from the surface object.

### Imaging statistical tests

All imaging statistics were exported using Imaris export statistics function. Plotting and statistical analysis were performed in R v4.1.2 using bespoke scripts for data wrangling. p-values were calculated using Wilcoxon Rank-Sum test (wilcox.test() function) or Kolmogorov-Smirnov tests (ks.test() function). Plots were exported using ggplot (ggsave function) to.svg image format. Comparison between two groups was performed using unpaired Student’s *t* test in Prism. Sample size and p values are reported in the figure and figure legends.

### Nearest-neighbour analysis

Macrophage surface objects were drawn using Imaris Surfaces function on the Red signal located within a germinal center. Surface XYZ coordinates were exported as.csv and imported into R. Nearest-neighbour distances between objects in each germinal center were calculated in 3D using nndist() function from the spatstat package. Analysis was repeated on three independent images. Monte Carlo sampling was performed by randomly placing non-overlapping spheres of radius 10μm (representing macrophages) within a sphere of radius 81 μm (representing the GC). For each germinal center, sampling was conducted until n = 18 macrophages filled the simulated GC. This was repeated for n_run = 50 GCs for a total of 900 samples. Nearest-neighbour distances between randomly positioned spheres was calculated as above.

### Time-projection

Movies were time cropped to 10 intervals (e.g., frames 1-60, 1-54, 1-48, etc.) for a 60-frame movie. For each crop, MATLAB Time Projection function was used to integrate signal across all time points. Surfaces were drawn using Imaris surfaces function in a semi-supervised manner for the full-length time projected dataset (e.g., frames 1-60). This threshold was then used for the remaining crops (e.g., frames 1-54, 1-48, etc).

### Single-cell RNA-seq data processing

Sequencing reads were mapped to an mm10–3.0.0 reference transcriptome, quantitated using cellranger count, and consolidated into a single gene expression count matrix using cellranger aggr. HTO and ADT count matrices were obtained using CITE-seq-count. Preprocessing and QC was performed in R. Cells were excluded from further analysis if more than 25% of the genes expressed were mitochondrial genes, if there was no ADT and HTO data for the corresponding cell barcode, or if more than one hashtag was detected. 11,384 cells passed library and cell QC. 

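The gene expression matrix held 18662 barcodes, 9659 and 9003 in the 2 captures, and 1238 of them had no hashtag or antibody data. Of the 16182 cells with a barcode sequence of 1 capture, HTODemux gave 9890 a single hashtag, 2852 more than 1 and 3440 none. Removing cells with over 25% mitochondrial UMIs left 9665. The methods word this limit as a share of genes, which no barcode exceeded and which would leave 9890. The plain rule left 12139.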

The data was normalised using SCTransform, and the top 3000 variable genes were used as input to NMF for dimension reduction. Ranks 2 to 14 were tested with 50 iterations of the Brunet algorithm of NMF.^33^ The cophenetic coefficient was high at ranks 5,7 and 10. The data was factorised at rank 10 into an *H* matrix, which scores each cell on cluster membership, and a *W* matrix, which describes the contribution of each gene to each cluster. The decomposed dataset was visualised using Similarity Weighted Non-negative Embedding (SWNE).^34^

### Differential gene expression and gene set enrichment analysis (GSEA)

Raw counts were aggregated to the level of HTOs (mouse replicate) and populations identified by NMF. The pseudobulked data was analyzed using edgeR to identify differentially expressed genes. GSEA was performed using the mouse GO geneset (M5.all.v0.3.symbols.gmt) with 1000 permutations of genesets. Enriched pathways with p value <0.05 and FDR q-value <0.15 were visualised as networks using the EnrichmentMap app in Cytoscape. Clustered pathways were identified and summarised with the AutoAnnotate app.

### Agent-based modeling

Agent-based modelling of TBM and fragment dynamics were conducted in the MASON simulation library for Java, ^87^ with a modified version of the code from.^88,89^

The simulation space is defined as a sphere with equivalent volume to the mean GC volume measured through Imaris surface function, and the simulated time step is 15 s. For each simulation, either 18 stationary TBMs or 18 migratory TBMs (mean number of TBMs observed) were simulated as non-overlapping spheres with diameter *d*, placed in the sphere randomly such that their mean nearest neighbor distance corresponded to the observed distances measured in the imaging data. *D* = 27μm was chosen as the representative diameter because this produces a sphere with volume equal to the mean volume of an imaged TBM. We note that the effective coverage of a TBM is higher than its true volume, and therefore our simulated volume is a conservative estimate.

Fragments were simulated as n = 10–7,000 non-overlapping spheres of diameter 3.54 μm (corresponding to the imaging data Figure S1G), initially positioned at random in the simulated volume. Fragments were simulated to move with a random walk defined by calibration of motility parameters to the imaging data (see below). Upon contact with a TBM, the corresponding fragment is removed from the simulation, and the count of removed fragments is increased by one. To keep the fragment density constant during the simulation, each removed fragment is replaced by a new fragment spawned at a random position in the volume. Simulations were run for 75 simulated minutes and fragment count data and position data for calibration were exported as.csv and plotted in ggplot2 in R v4.1.2 using bespoke scripts.

Calibrating the simulated fragment motility to match the imaging data was performed through a broad search of simulated motility parameters. The calibration was performed in three main steps.

### Calibrating simulated fragment mean speed

Observed fragment speed data was exported from Imaris and imported into R. Bespoke R scripts were used to plot the distribution of fragment speed. Fragment speeds were observed to be log normally distributed, and thus were fitted to a lognormal distribution using the fitdistr() function from the *fitdistrplus* package (Figure S3A). Simulated fragment speeds were then sampled from the fitted distribution (Figure S3B):

X∼LogN(μ=1.17,σ=0.335)

### Calibrating simulated fragment turn speed

Observed position data was exported from Imaris and imported into R. Bespoke R scripts were used to calculate the turn angles for every time step for every track. Fragment turn angles were fitted to a Beta distribution using the fitdistr() function from the *fitdistrplus* package (Figure S3C). Simulated fragment turn speeds (pitch and roll) were then sampled from the fitted distribution:

X∼Beta(α=2.02,β=1.707)

### Calibrating simulated fragment meandering index

Observed fragment speed data was exported from Imaris and imported into R. Bespoke R scripts were used to plot the distribution of fragment speed. Fragment meandering indices were observed to be log normally distributed, and thus were fitted to a lognormal distribution using the fitdistr() function from the *fitdistrplus* package (Figure S3D). Meandering index (MI) is an emergent property of the simulation, rather than a parameter, and therefore the simulated MI was not able to be directly sampled from the lognormal distribution. Instead, we introduced a ‘meanderChance’ parameter for each cell. This parameter corresponds to the probability of a fragment performing a ‘meander’ in each time step. A ‘meander’ is defined as a non-random movement directly away from the track start position, for a single simulated timestep. This parameter was drawn from a lognormal distribution for each cell. For this distribution, we varied and and empirically compared the differences in MI between the simulated and the observed for each parameter set. Observed motility data was exported from Imaris and imported into R. Bespoke scripts were used to plot observed MI and the MI of simulated fragments for each parameter set. To determine if the simulated MI was true to the observed, we plotted empirical cumulative distribution functions of both simulated and observed datasets (Figure S3E). We used two-sided Anderson Darling test from *kSamples* package in R to test the differences between the two distributions for each parameter set. We found that parameter values and resulted in a null hypothesis (p = 0.561) between the simulated and observed MIs. This parameter set was used for all fragment simulations.

## Additional Resources

### Animation

Time-lapse images were storyboarded using Imaris animation tool and exported, compiled and annotated in AfterEffects (Adobe), and exported to.mp4 using Adobe Media Encoder.

## Supplementary Material

Table S1

Table S2

Table S3

Table S4

Video S1

Video S2

Video S3

Video S4

Video S5

Video S6

Supplemental figures

## Figures and Tables

**Figure 1:**
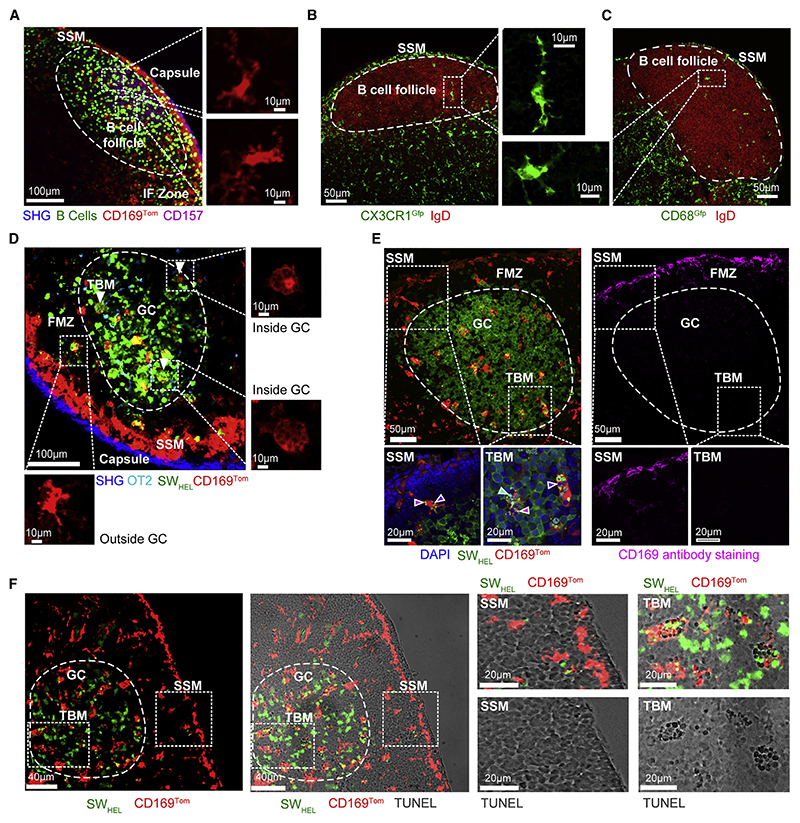
Visualization of TBMs by CD169, CX3CR1, and CD68 reporters (A) Maximum intensity projection (MIP) of the inguinal lymph node of an unimmunized CD169^Tom^ mouse. SHG, second harmonic generation (blue); green, naive Kaede B cells; red, tdTomato; magenta, follicular stroma labeled with anti-CD157 antibody. SSM; subcapsular sinus macrophage; IF, interfollicular zone. (B and C) Confocal images of inguinal lymph nodes of unimmunized CX3CR1^Gfp^ (B) and CD68^Gfp^ mice (C) stained for IgD (red). (D) MIP of CD169^Tom^ inguinal lymph node 10 days after HEL-OVA immunization. SHG, second harmonic generation (blue); cyan, CFP OT-II T cells; green, Kaede SW_HEL_ GC B cells. SSM; subcapsular sinus macrophage; FMZ, follicular mantle zone; GC, germinal center; TBM, tingible body macrophage. *See also* Video S1. (E) Confocal image of day 8 Kaede SW_HEL_ GC in a CD169^Tom^ mouse. Sections were stained with CD169 (magenta) and DAPI (blue). Arrowheads indicate vacuoles containing DAPI only (purple); Kaede only (pink); DAPI and Kaede (cyan). (F) Combined fluorescent and brightfield image day 8 Kaede SW_HEL_ GC in a CD169^Tom^ mouse showing TUNEL staining.

**Figure 2:**
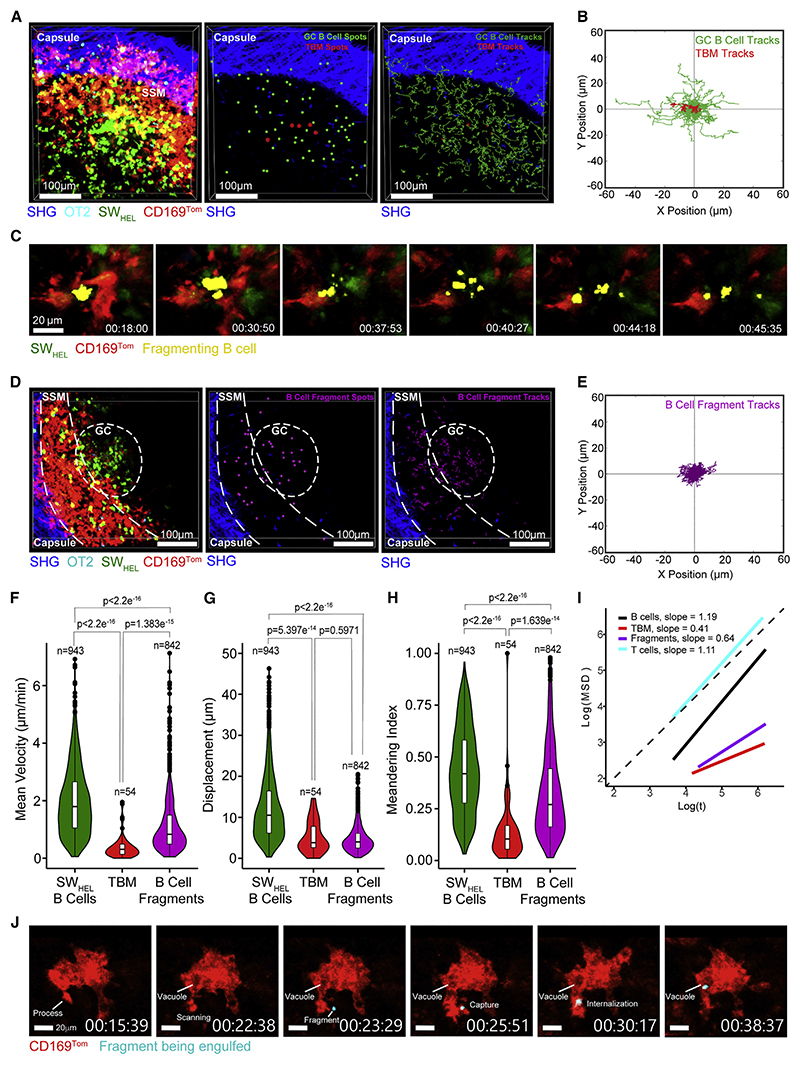
Stationary TBMs use processes to chase and capture motile dead cell fragments (A) MIP of day 10 GC in CD169^Tom^ mice showing the imaging volume (left panel), spot detection (middle panel), and cell tracks (right panel). SHG (blue); OT-II T cells (cyan); Kaede B cells (green). *See also* Video S2. (B) Tracks of GC B cells (green) and TBMs (red) centered on the same origin. (C) Time-lapse images from day 14 GC in a CD169^Tom^ lymph node showing Kaede SW_HEL_ B cells (green) fragmenting (pseudocolored yellow) next to a TBM (red). *See also* Video S3. (D) MIP of day 10 GC in CD169^Tom^ mice showing the imaging volume (left panel), spot detection of B cell fragments (middle panel), and cell fragment tracks (right panel). SHG (blue); OT-II T cells (cyan); Kaede B cells (green). *See also* Video S4. (E) Tracks of apoptotic cell fragments (magenta) centered on the same origin. (F) Violin plot of mean velocity for GC B cells (green, n = 943), TBMs (red, n = 54), and GC B cell fragments (pink, n = 842). n represents individual cells/fragments and data are representative of at least 3 independent movies. (G) Violin plot of displacement for GC B cells (green, n = 943), TBMs (red, n = 54), and GC B cell fragments (pink, n = 842). n represents individual cells/fragments and data are representative of at least 3 independent movies. (H) Violin plot of meandering index for GC B cells (green, n = 943), TBMs (red, n = 54), and GC B cell fragments (pink, n = 842). n represents individual cells/ fragments and data are representative of at least 3 independent movies. (I) Mean squared displacement (MSD) plot of apoptotic fragments, GC B cells, GC T cells, and TBMs. (J) Time-lapse images from day 14 GC in a CD169^Tom^ lymph node showing a TBM (red) extending a process to capture an apoptotic cell fragment (pseudocolored cyan). *See also* Video S5.

**Figure 3:**
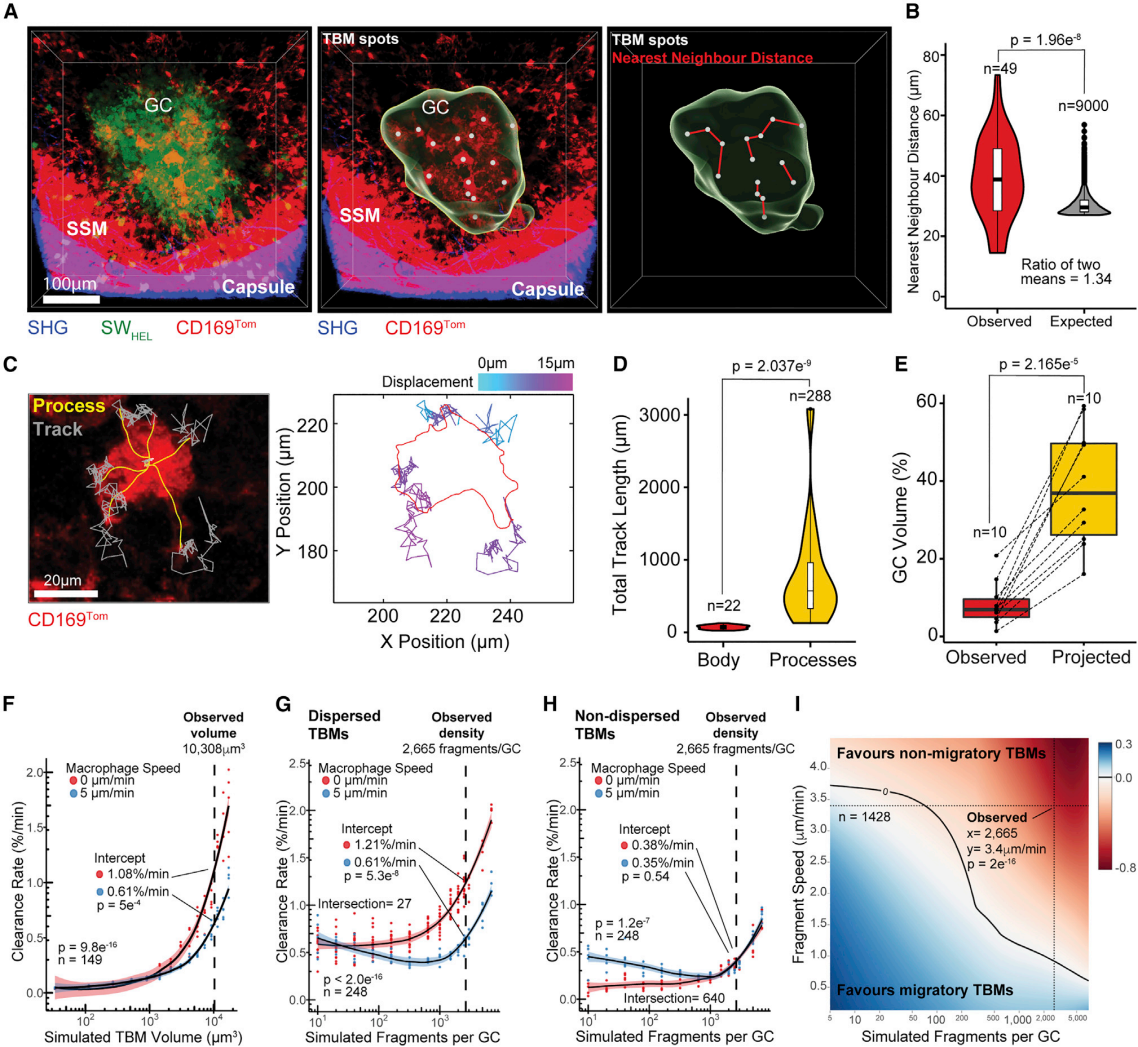
TBMs use a “lazy” search strategy to capture apoptotic cell fragments (A) MIP of day 14 GC in CD169^Tom^ mice showing the imaging volume (left panel), spot detection of TBMs and GC surface (middle panel), and nearest neighbor distance between TBM centroids (right panel). SHG (blue); Kaede B cells (green). (B) Nearest neighbor distances between observed TBMs (red) in the GC and Monte Carlo sampling of randomly generated points in an equivalent simulated sphere of radius 81μm. (C) Analysis of TBM imaged in Figure 2J by filament tracing (left panel) the cell processes with filaments (yellow) and the tracks of the endpoints of the filaments (gray). TBM contour (right panel) shows the outline of the TBM (red) and the cell processes pseudocolored for their total track displacement. (D) Comparison of the total track displacement of TBM centroids (red) to cell processes (yellow). n = number of TBMs or cell processes tracked. (E) Time projection showing increase in the effective TBM volume from observed (red) to projected (yellow) as a proportion of total GC volume for n = 10 GCs. (F) Simulated TBM volume on clearance rate for non-migratory (red) and migratory (blue) TBMs moving at a speed of 5 μm/min (n = 149 simulations). (G) Simulated effect of fragment abundance on clearance rate for non-migratory (red) and migratory (blue) TBMs moving at a speed of 5 μm/min (n = 248 simulations) in GC with dispersed TBMs. (H) As (G) in GC with non-dispersed randomly distributed TBMs (n = 248 simulations). (I) Optimal search conditions for apoptotic cell clearance. Differences in clearance rates for migratory and non-migratory TBMs were simulated for cell fragment speed and abundance (n = 1,428 simulations). Negative difference in clearance rates (red area) indicate conditions which favor more rapid clearance by stationary macrophages; positive differences (blue area) indicate conditions which favor more rapid clearance by migratory macrophages. The observed conditions are indicated by the dashed lines. Horizontal dashed line = cell fragment speed of 3.4 μm/min. Vertical dashed line = density of 2,665 cell fragments per GC.

**Figure 4:**
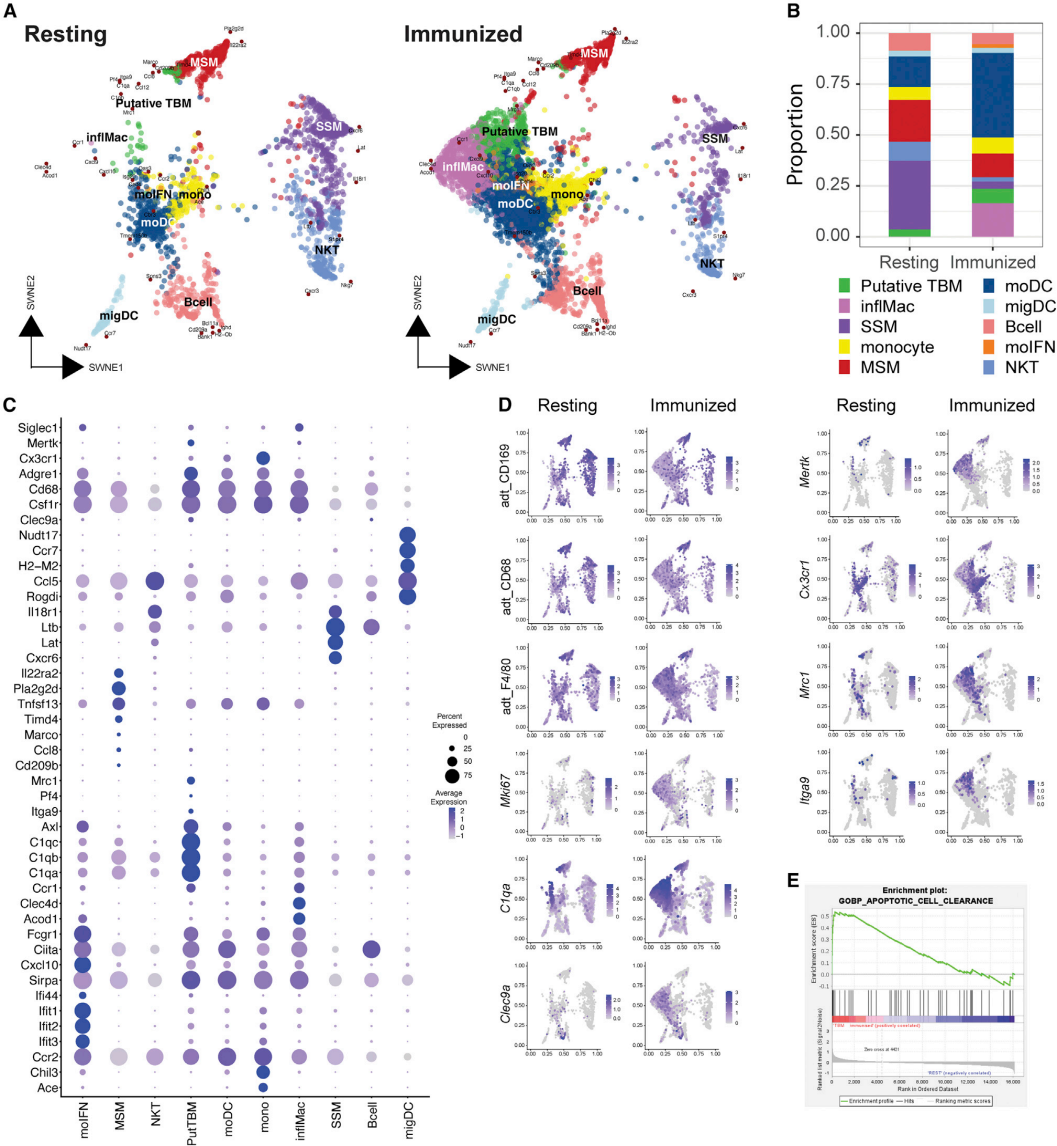
Single cell transcriptomic analysis of CD169-lineage cells (A) SWNE plot of NMF-decomposed single-cell gene expression data. Genes are embedded in the SWNE plot with respect to their relative contribution to each cluster. (B) Stacked bar plot showing the proportion of each cell population in the resting and immunized state. (C) Mean expression of driver genes defining each cluster and key genes involved in macrophage biology. The size of the dots relate to the proportion of cells in which expression is detected. (D) CITE-seq expression of cell surface proteins and genes of interest. (E) Enrichment plots from GSEA comparing immunized putative TBM to all other populations against gene ontology (GO) genesets.

**Figure 5:**
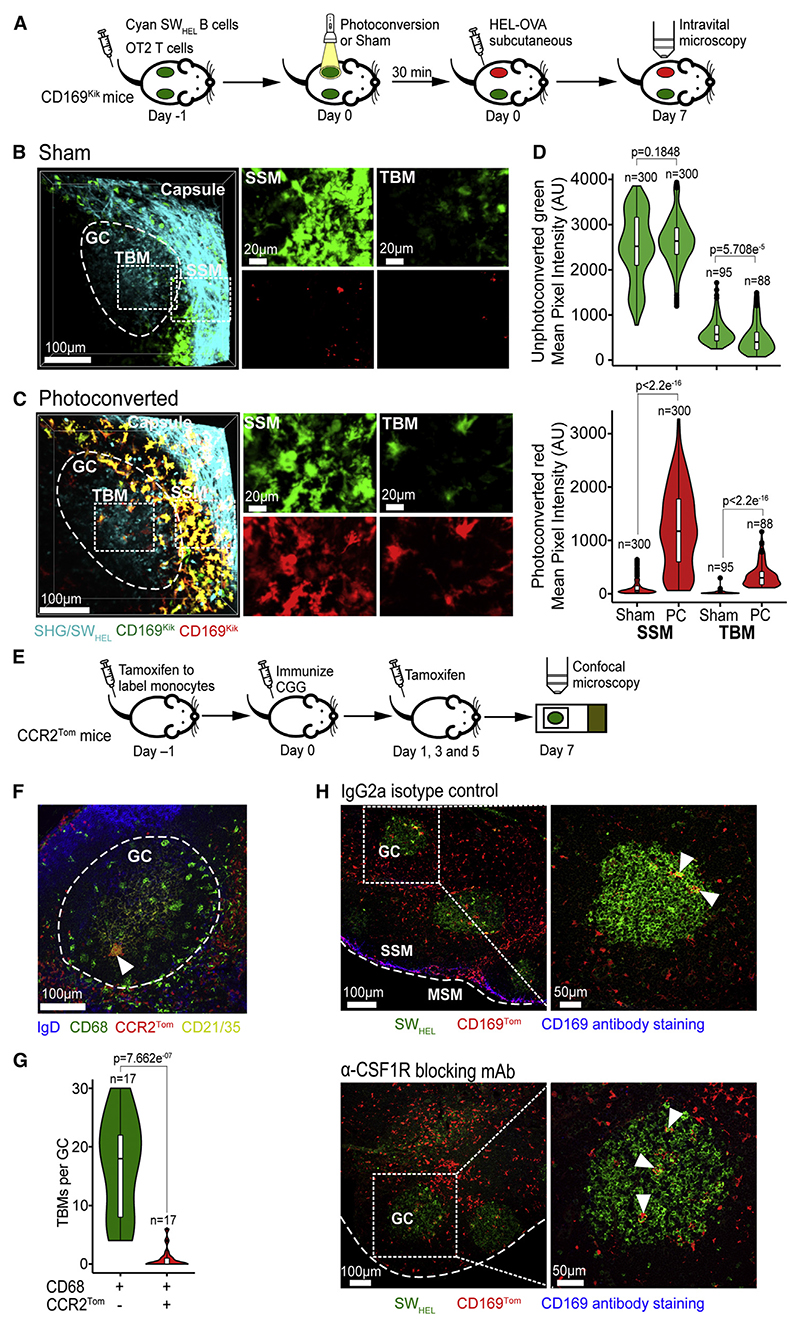
TBMs are derived from lymph node-resident macrophages (A) Schematic of photoconversion experiment to optically highlight CD169-lineage cells in the lymph nodes of CD169^Kik^ mice prior to immunization. (B) MIP of sham photoconverted control lymph node. (C) MIP of photoconverted lymph node. (D) Violin plot showing unphotoconverted green signal mean pixel intensity (top panel) and photoconverted red signal mean pixel intensity (bottom panel) for SSMs and TBMs in sham and photoconverted lymph nodes. n = number of individual cells; data are representative of 3 independent experiments. (E) Schematic for fate mapping the contribution of circulating monocytes to TBM pool using CCR2^Tom^ mice adoptively transferred into wildtype mice immunized with CGG in ASO3-like adjuvant. (F) MIP confocal image of day 7 GC showing follicular mantle (IgD, blue), follicular dendritic cell network (CD21/CD35, mustard), macrophages (CD68, green), and monocyte-derived cells (tdTomato, red). A single monocyte-derived TBM (arrow) is shown. (G) Quantification of (F) from multiple mice/GCs. Number and percentage of CD68^+^ TBMs in the GC that are CCR2^Tom^ positive or negative (n = number of GCs). Data from six mice and two independent experiments. (H) Confocal image of day 8 lymph nodes of CD169^Tom^ mice treated with IgG2a isotype control antibody (left panel) or anti-CSF1R blocking antibody (right panel). Depletion of SSMs and MSMs are shown by CD169 antibody staining (blue). Kaede SW_HEL_ GC B cells is shown in green.

**Figure 6:**
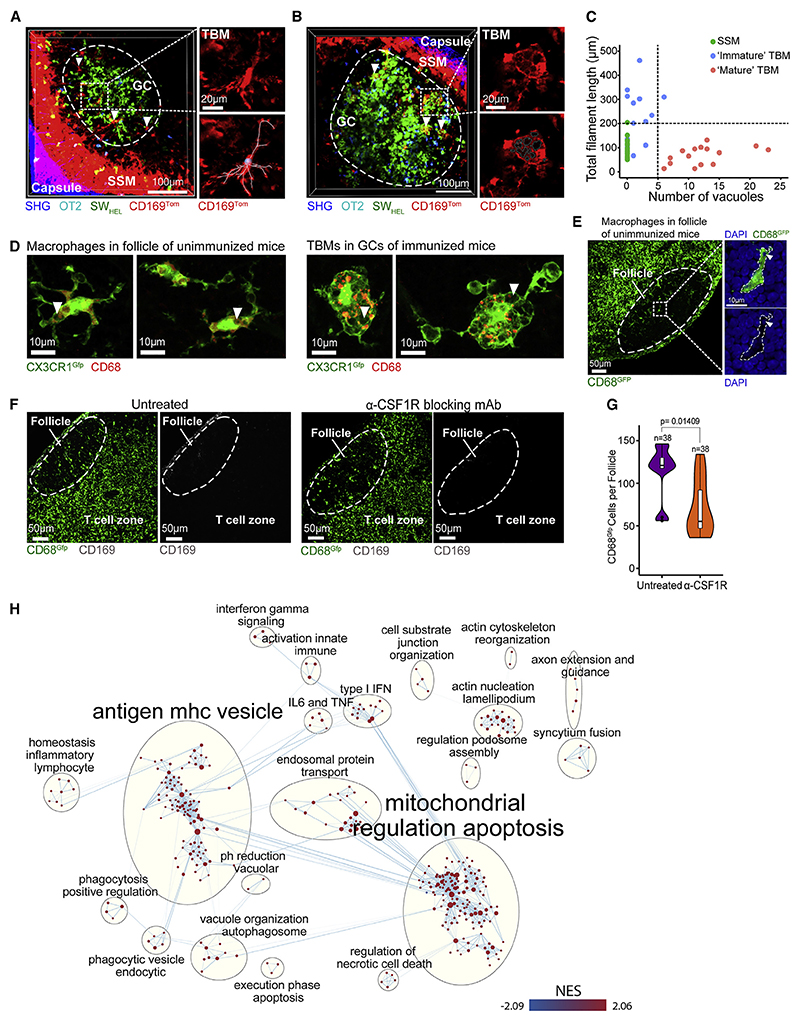
TBMs adopt distinct morphologies depending on their maturation state (A) MIP of day 9 GC in CD169^Tom^ mice showing an immature TBM inside the GC with long cytoplasmic processes and few vacuoles. (B) MIP of day 10 GC in CD169^Tom^ mice showing a mature, rounded TBM inside the GC with short cytoplasmic processes and multiple vacuoles. (C) Dot plot showing total measured filament length versus number of vacuoles for distinguishes 3 populations of TOM + macrophages: immature TBMs (blue), mature TBMs (red) and SSMs (green). (D) MIP confocal images of macrophages containing vacuoles (arrows) in naive follicles (unimmunized, left panels) and GCs (s.c. immunized CGG in ASO3-like adjuvant day 7, right panels) from inguinal lymph nodes of CX3CR1^Gfp^ mice. Antibody staining for CD68 (red). (E) MIP confocal images of lymph nodes from unimmunized CD68^Gfp^ mice stained with DAPI (blue). (F) MIP confocal images of lymph nodes from control and anti-CSFR1-treated CD68^Gfp^ unimmunized mice. B cell follicles were demarcated using IgD (not shown). CD169 antibody staining marks SSMs (white). (G) Quantitation of (E), showing number of CD68-GFP+ macrophages per follicle. N = number of follicles examined. Data compiled from 4 mice and 2 independent experiments. (H) Network of GSEA pathways enriched in immunized TBM compared to resting TBM. Each node represents a GO pathway, with the color representing the normalized enrichment score (NES).

**Figure 7:**
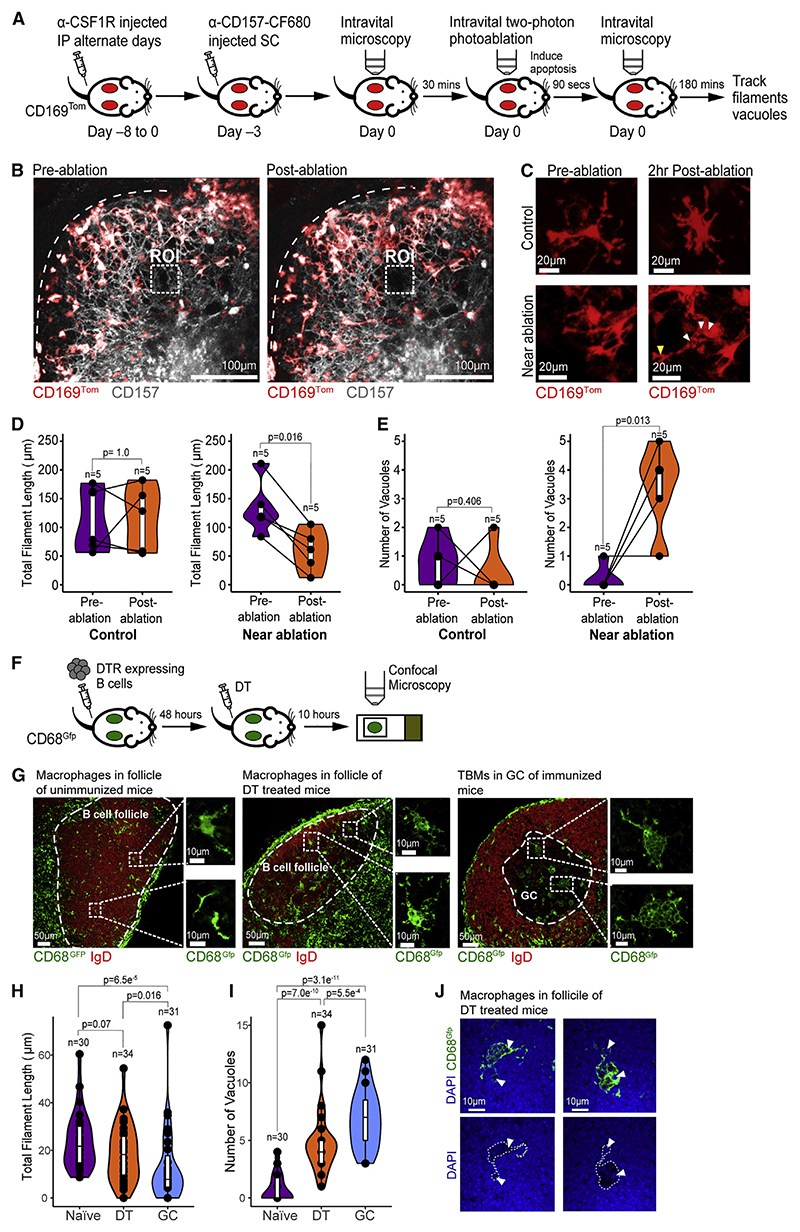
Nearby apoptotic cells activate TBM maturation (A) Schematic for localized induction of B cell apoptosis in an ROI in the primary follicle by intravital two-photon photoablation in CD169^Tom^ mice. (B) MIP of a lymph node showing the follicular stroma labeled with anti-CD157 (gray) and follicular macrophages (red) before (left panel) and after (right panel) intravital two-photon photoablation of the ROI. (C) Time-lapse images of follicular macrophages distal to (top panels) and neighboring (bottom panels) the ROI before (left panels) and 2 h after (right panels) intravital two-photon photoablation. Arrowheads indicate vacuoles. (D) Violin plot of total filament length pre- and post-ablation for control macrophages distal to (left panel) and macrophages near the ROI (right panel). n = number of macrophages tracked. (E) Violin plot of number of vacuoles pre- and post-ablation for control macrophages distal (left panel) and macrophages near the ROI (right panel). n = number of macrophages tracked. (F) Schematic for inducible ablation of adoptively transferred B cells by diphtheria toxin in CD68^Gfp^ mice. (G) MIP confocal images showing macrophages in the primary follicles of unimmunized mice (left panel) and diphtheria toxin (DT) treated mice (middle panel) and secondary follicles of day 7 CGG/AddaSO3 immunized mice (right panel), stained for IgD(red)-negative GCs. Representative of results from three mice per group and two experiments. (H) Violin plot of total filament length for GFP+ macrophages in the follicles of naive, diphtheria toxin- (DT) treated mice and in the GC of immunized mice. (I) Violin plot of number of vacuoles for GFP + macrophages in the follicles of naive, diphtheria toxin- (DT) treated mice and in the GC of immunized mice. (J) Confocal image showing macrophages in the primary follicle of DT-treated mice stained with DAPI (blue). Arrows point to DAPI+ DNA within vacuoles.

## Data Availability

Single-cell RNA-seq data have been deposited at GEO and are publicly available as of the date of publication. Accession numbers are listed in the key resources table. Intravital imaging, confocal microscopy and FACS data reported in this paper will be shared by the lead contact upon request. All original code has been deposited at Zenodo and is publicly available as of the date of publication. DOIs are listed in the key resources table. Any additional information required to reanalyze the data reported in this paper is available from the lead contact upon request.

# Supplementary material for: Apoptotic cell fragments locally activate tingible body macrophages in the germinal center
**Source:** Cell. Author manuscript; Available in PMC 2023 May 5.
**Supplement:** Supplemental figures

# Supplemental figures

## A CD169<sup>Tom</sup> mice

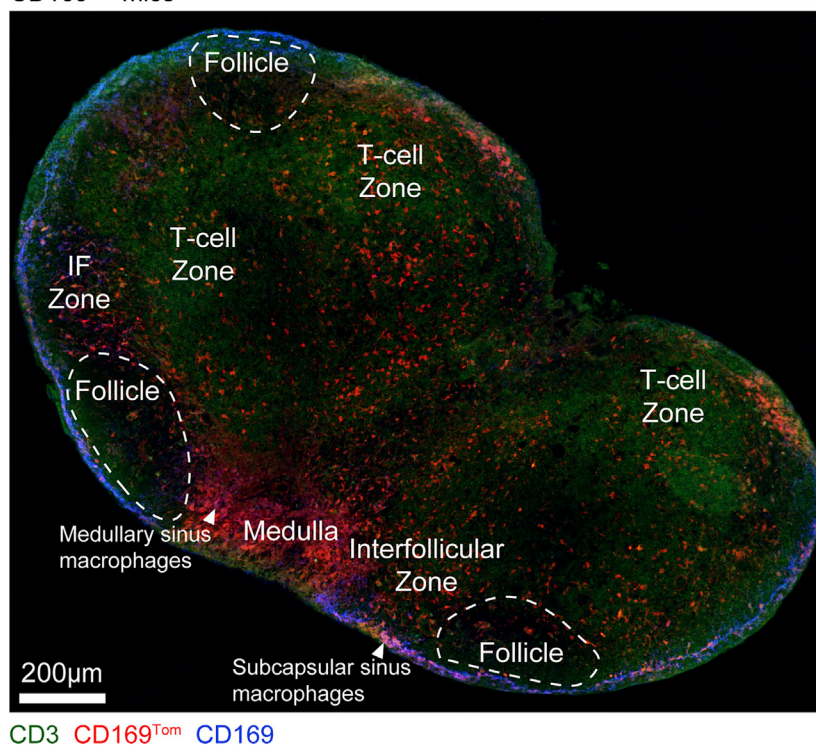

## B CX3CR1<sup>Gfp</sup> mice

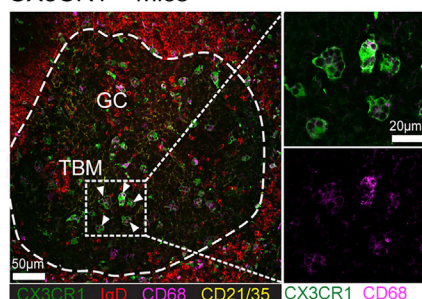

## C CD68<sup>Gfp</sup> mice

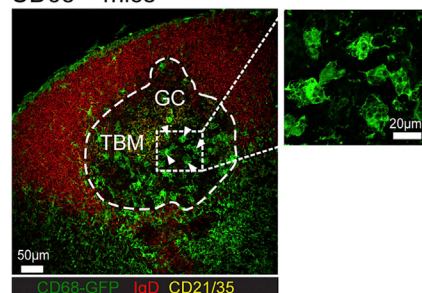

## D

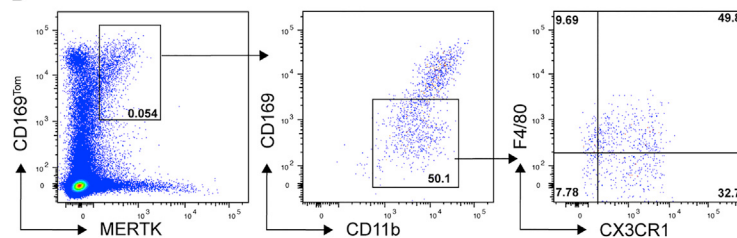

## E

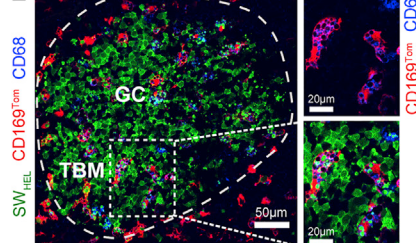

## F

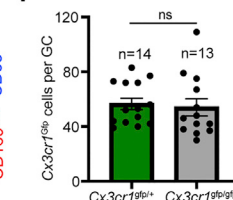

## G

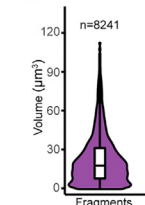

(legend on next page)

---

**Figure S1. Reporter systems for tracking TBMs *in vivo*, related to Figure 1**

- (A) Mosaic-tiled image of a representative lymph node section from a CD169<sup>Tom</sup> mouse stained with CD3 (green) and CD169 (blue). IF, interfollicular zone.
- (B) GFP expression by GC TBMs in CX3CR1<sup>Gfp</sup> mice co-stained with IgD (red), CD68 (antibody, magenta), and CD21/35 (yellow). Confocal analysis of inguinal lymph nodes on day 7 post CGG/AddaSO3 s.c. immunization.
- (C) GFP expression by GC TBMs in CD68<sup>Gfp</sup> mice co-stained with IgD (red) and CD21/35 (yellow). Confocal analysis of inguinal lymph nodes on day 7 post CGG/AddaSO3 s.c. immunization.
- (D) FACS analysis of CD169<sup>Tom</sup> mice for expression of MERTK, CD169, CD11b, F4/80, and CX3CR1.
- (E) Confocal analysis of a CD169<sup>Tom</sup> lymph node on day 9 post immunization with HEL-OVA showing TOM+ cells inside GC contain CD68<sup>+</sup> vacuoles.
- (F) Numbers of GFP + TBMs in GCs from CX3CR1<sup>Gfp/wt</sup> (heterozygous reporter) and CX3CR1<sup>Gfp/Gfp</sup> (homozygous knock-out) mice. Quantitation from immunofluorescence microscopy of inguinal lymph nodes. Data from one experiment, three mice per group.
- (G) Volume of fragments from intravital microscopy and image analysis using the surfaces feature in Imaris.

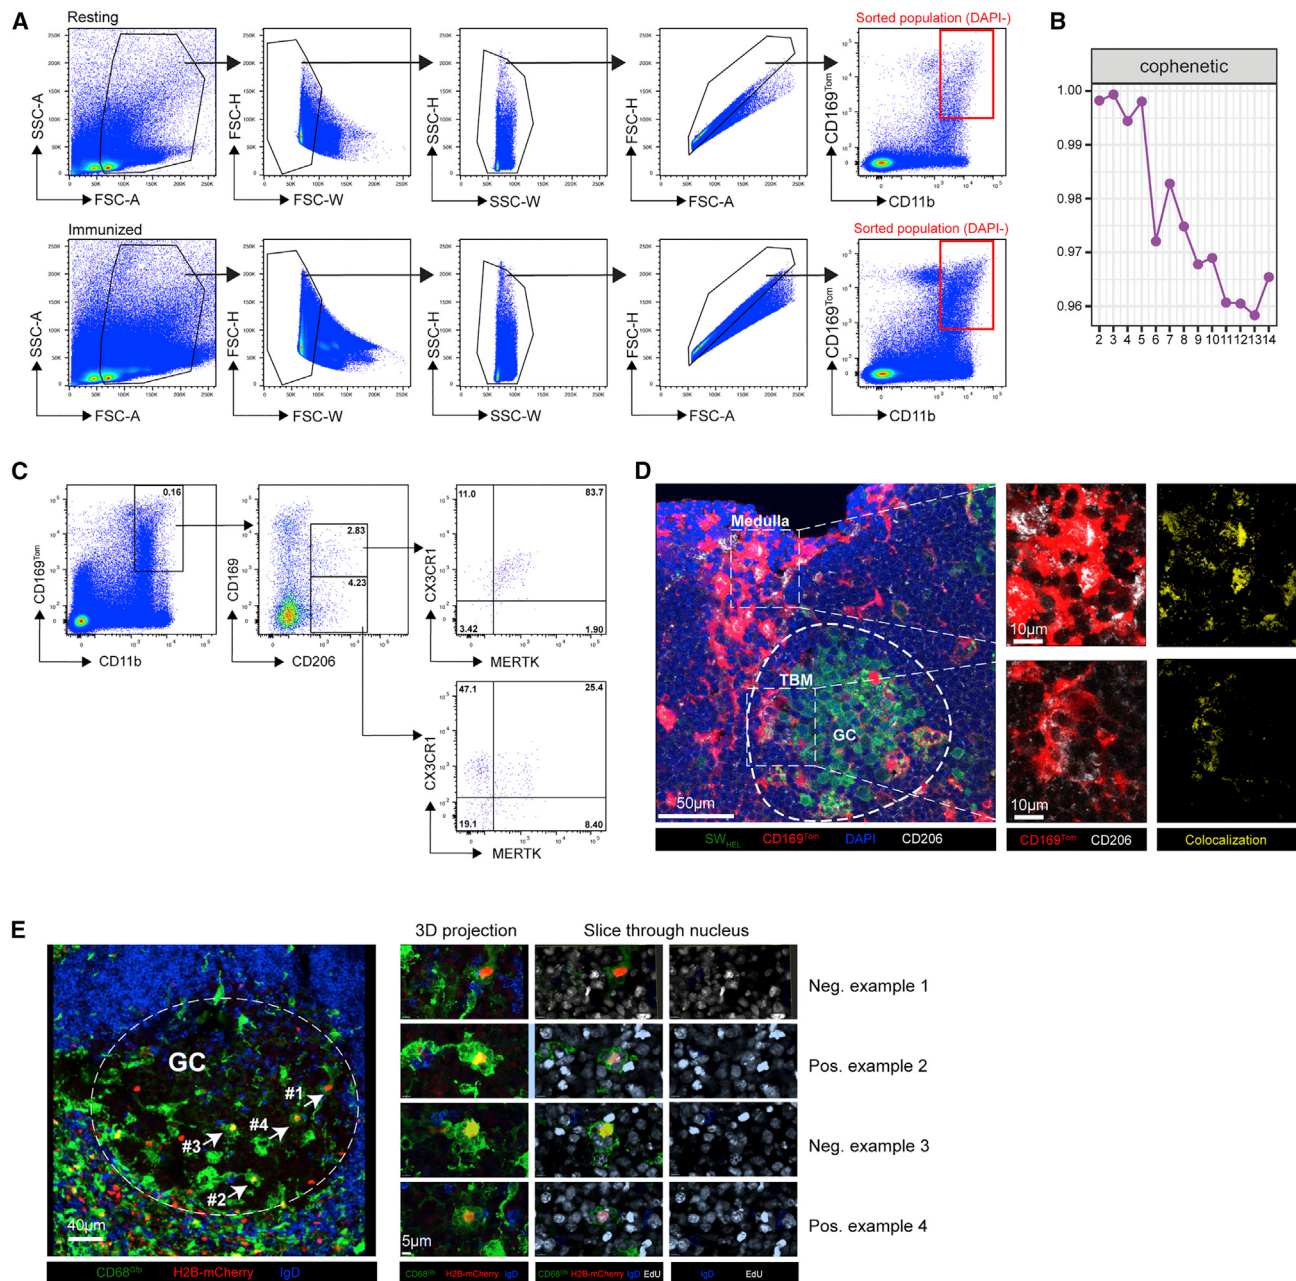

**Figure S2. Isolation of CD169-lineage cells for CITE-seq, related to Figure 4**

(A) FACS sorting gates for CITE-seq experiment. CD169<sup>Tom</sup>CD11b<sup>+</sup> DAPI<sup>-</sup> cells were sorted (red gate) from both resting and immunized mice.

(B) Cophenetic correlation coefficient scores from 50 iterations of NMF at ranks 2 through to 14.

(C) FACS analysis of day 12 immunized lymph nodes from CD169<sup>Tom</sup> mice for CD206 and CX3CR1 expression on TOM<sup>+</sup>CD11b<sup>+</sup>CD169<sup>low</sup> and TOM<sup>+</sup>CD11b<sup>+</sup>CD169<sup>+</sup> cells.

(D) Confocal microscopy showing expression of CD206 in TOM<sup>+</sup> cells in medulla and GC of CD169<sup>Tom</sup> mice.

(E) Confocal images of a GC and zoomed TBMs, where TBM nuclei were marked as H2B-mCherry<sup>+</sup> in CX3CR1-CreERT2, Rosa<sub>LSL</sub>-H2b-mCherry, CD68-Gfp mice. Edu treatments were provided continuously from day 1 post immunization with GCC/AddSO3, with harvest on day 11.

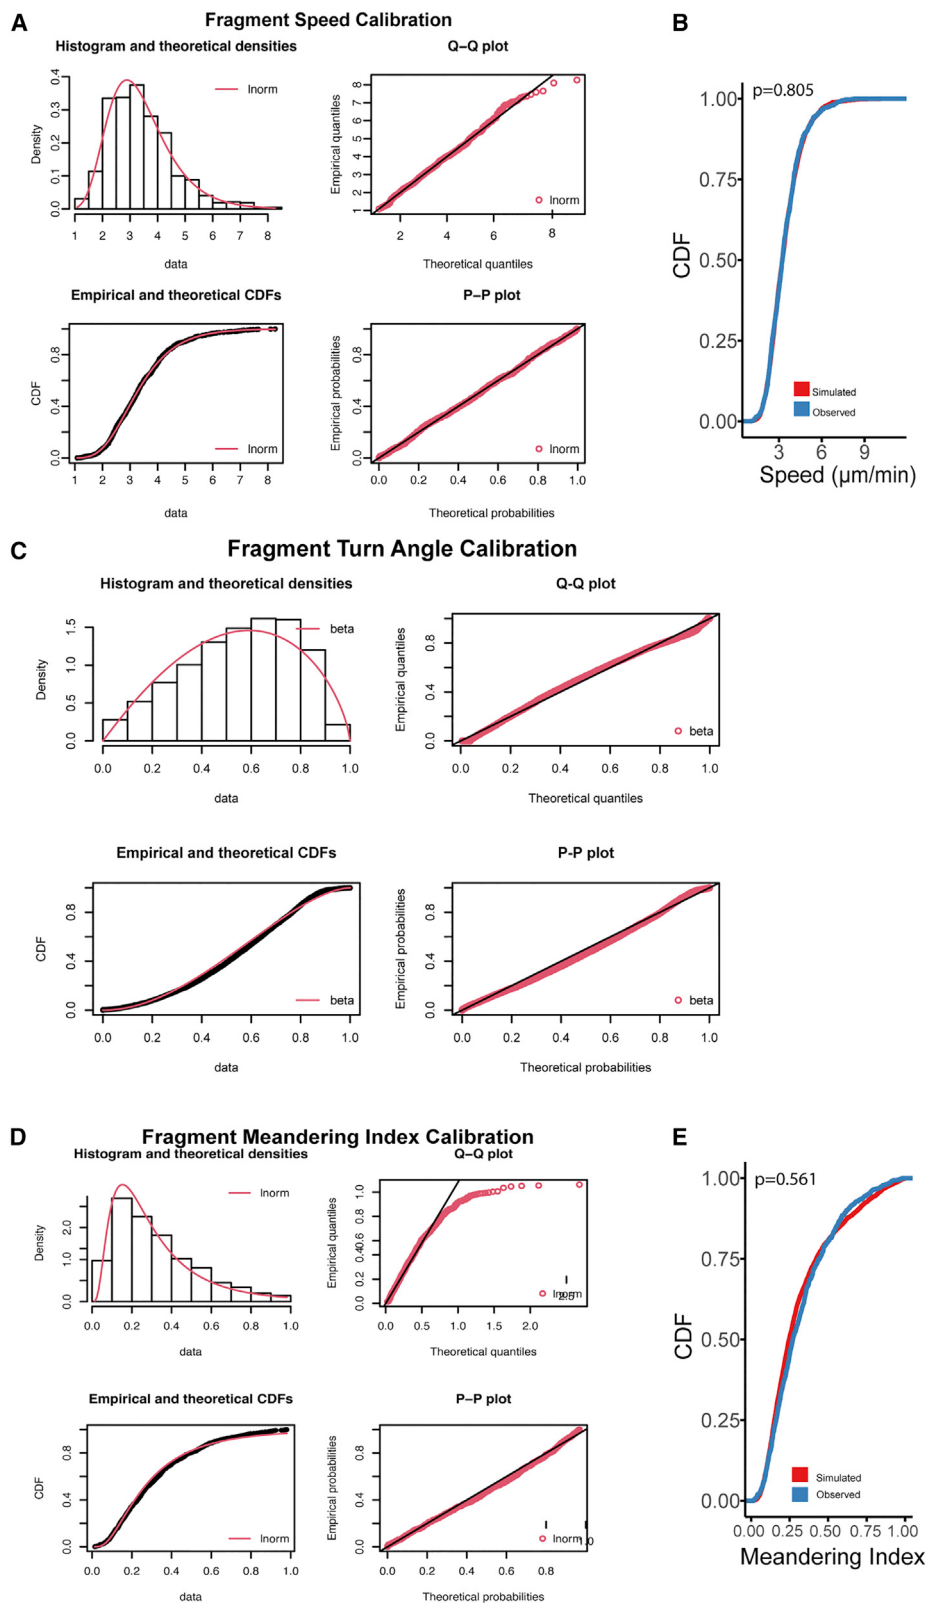

(legend on next page)

---

**Figure S3. Mathematical modeling of TBM and apoptotic cell fragment dynamics, related to Figure 3**

(A) Histogram (top-left), Q-Q plot (top-right), CDF plot (bottom-left), and P-P plot (bottom-right) of observed fragment speeds compared to lognormal fit (red,  $\mu = 1.17$ ,  $\delta = 0.335$ ).

(B) CDF plot of observed fragment speeds compared to simulated fragment speeds.

(C) Histogram (top-left), Q-Q plot (top-right), CDF plot (bottom-left), and P-P plot (bottom-right) of observed turn angles compared to a beta fit (red,  $\alpha = 2.02$ ,  $\beta = 1.707$ ).

(D) Histogram (top-left), Q-Q plot (top-right), CDF plot (bottom-left), and P-P plot (bottom-right) of observed meandering index (MI) compared to a lognormal fit (red,  $\mu = -3$ ,  $\delta = 1.5$ ).

(E) CDF plot of observed fragment MI compared to simulated MI.

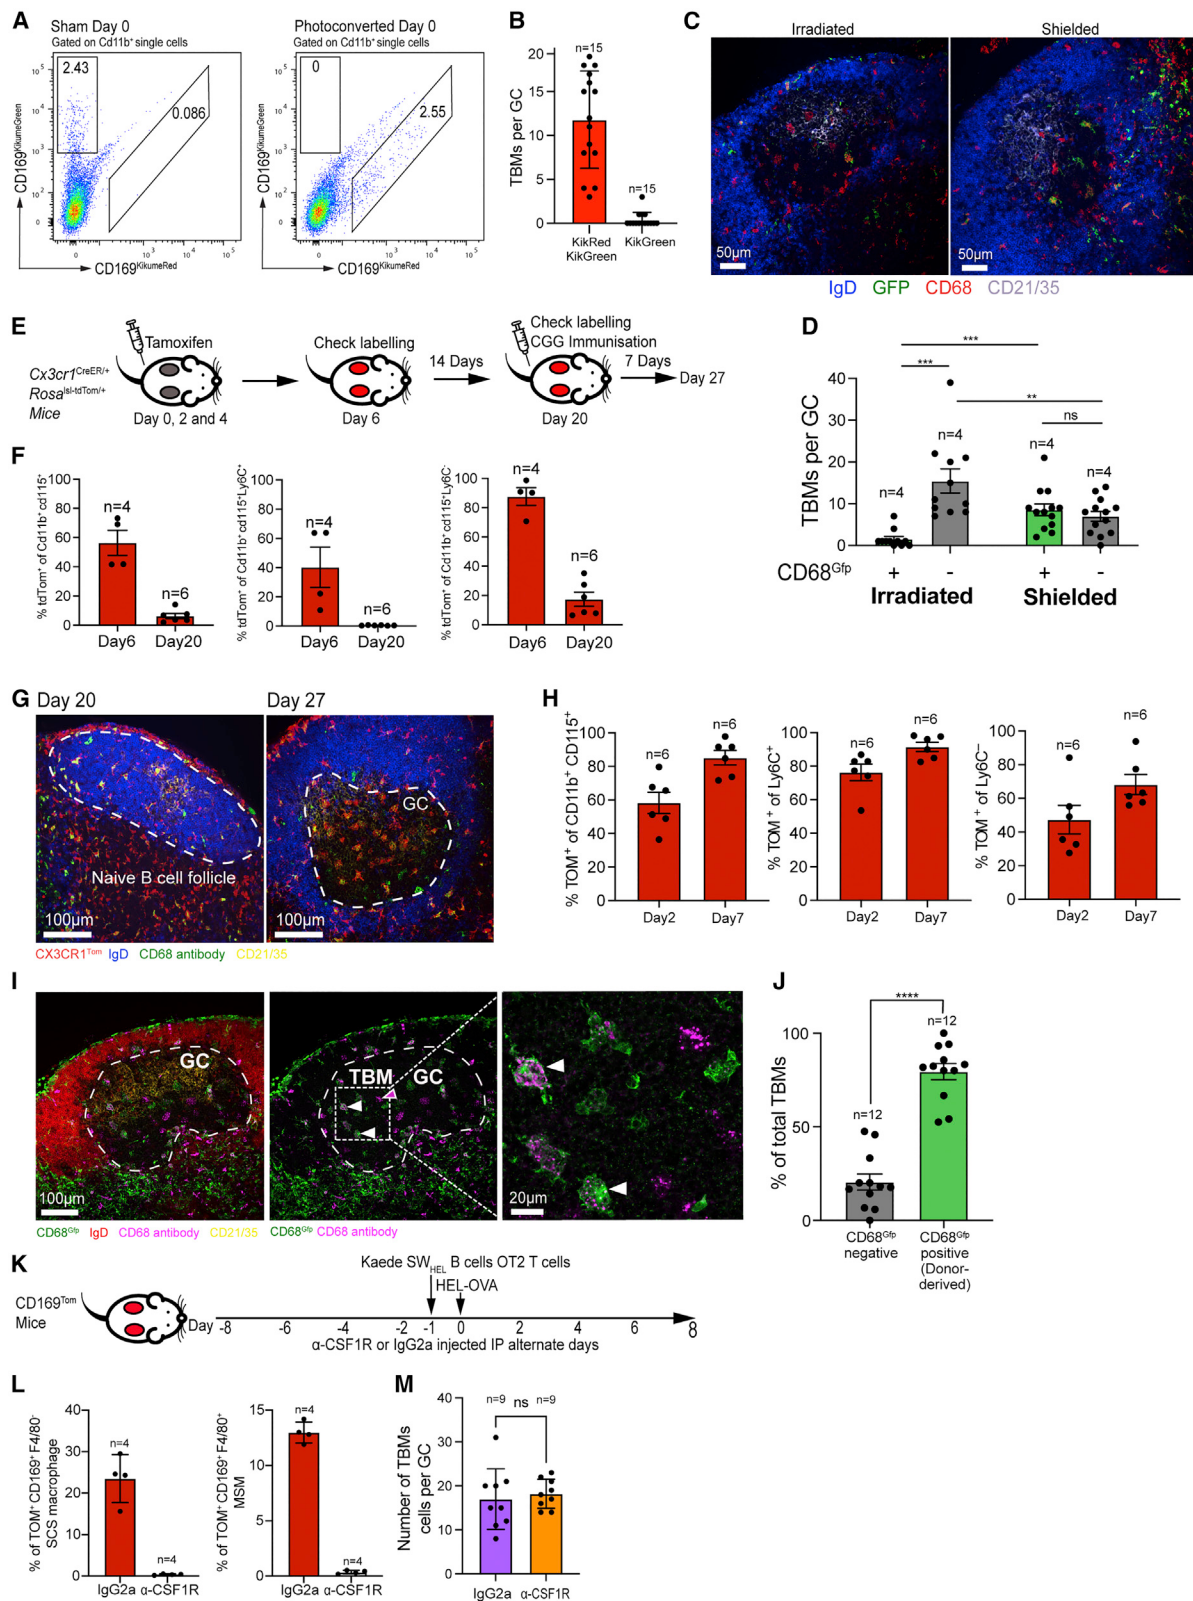

(legend on next page)

#### Figure S4. Origin of TBMs, related to Figure 5

(A) FACS plot of sham and photoconverted CD169<sup>Kik</sup> inguinal resting lymph nodes showing unphotoconverted KikumeGreen vs. photoconverted KikumeRed for CD11b<sup>+</sup> single cells.

(B) Quantification of the number of TBMs per GC that were photoconverted or not photoconverted at day 7 post-HEL-OVA immunization. n = number of GCs; data are representative of 3 independent experiments.

Whole-body irradiation experiment

(C) Wildtype non-fluorescent mice were lethally irradiated and reconstituted with CD68<sup>GFP</sup> bone marrow. Mice were immunized s.c. with CGG/AddaSO3 >8 weeks later. Confocal image of a GC, showing follicular mantle (IgD, blue), follicular dendritic cell network (CD21/35, gray), macrophages (CD68 antibody, red), and donor-derived GFP (green).

(D) Quantitation of (C) the proportion of CD68<sup>+</sup> (antibody) GC TBMs that were CD68-GFP<sup>+</sup>. Data points are individual GCs from 11 mice and 2 independent experiments. Mean (+/- S.E.M.).

Stable labeling of tissue-resident macrophages

(E) Schematic for fate mapping the contribution to GC TBMs of cells that were stably expressing CX3CR1 prior to immunization. Immunization, CGG/AddaSO3.

(F) Quantification of blood monocytes and inflammatory blood monocytes (Ly6C<sup>+</sup>) at the indicated time points post-tamoxifen.

(G) Confocal image of a non-immunized naive follicle (Day 20) and post-immunization GC (Day 27), showing follicular mantle (IgD, blue), follicular dendritic cell network (CD21/35, mustard), macrophages (CD68 antibody, green), and tdTomato (red).

Contribution of circulating monocytes

(H) Related to Figure 5E. Quantification of blood monocytes and inflammatory blood monocytes (Ly6C<sup>+</sup>) at the indicated time-points post-tamoxifen.

Shielded irradiation experiment

(I) CD68<sup>GFP</sup> mice received lethal whole-body X-ray irradiation. Individual inguinal lymph nodes from opposite body sides were left exposed (non-shielded) or lead shielded. Mice were subsequently reconstituted with WT non-fluorescent bone marrow. 8–10 weeks later, mice were immunized s.c. with GCC/AddaSO3, with analysis on day 8. GC TBMs were identified by antibody staining for CD68 (magenta), IgD (red, follicular mantle), and CD21/35 (mustard, FDCs). GFP expression by TBMs was assessed.

(J) Quantitation of the frequencies of CD68<sup>+</sup> (antibody) GC TBMs that were GFP<sup>+</sup> in non-shielded or shielded lymph nodes. Data points are individual GCs, pooled from 5 mice and 2 independent experiments. INSERT NEW LINE

CSF1R blockade

(K) Schematic for anti-CSF1R experiment to deplete resident SSMs and MSMs prior to and during HEL-OVA immunization.

(L) Quantification of CD169<sup>Tom</sup>CD11b<sup>+</sup>CD169<sup>+</sup>F4/80<sup>-</sup> SSM (left) and CD169<sup>Tom</sup>CD11b<sup>+</sup>CD169<sup>+</sup>F4/80<sup>+</sup> MSMs (right) from mice treated with IgG2a or anti-CSF1R m-Ab. n = number of individual mice.

(M) Quantification of number of TBMs per GC in day 8 response lymph nodes of CD169<sup>Tom</sup> mice treated with IgG2a isotype control antibody (left) or anti-CSF1R blocking antibody (right). n = number of GCs; data are representative of 3 independent experiments.

How the deposited data were processed for this re-analysis (not part of the article)

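The data were 1 CITE-seq experiment on live CD11b+TOM+ cells of the inguinal lymph nodes of CD169^Tom mice, with 2 unimmunized mice and 2 mice at day 9 after immunization. Each mouse carried 1 hashtag antibody, and the pooled cells were run as 2 captures. The authors aligned reads and made the deposited UMI counts per gene and barcode with CellRanger and its aggr step on an mm10 reference, and made the deposited hashtag and antibody counts with CITE-seq-count. The gene matrix lists 32287 features, among them Hy10 and Tomato, which the mouse reference annotation does not list. Whether aggr equalized the reads of the captures is not given in the sources used here. All 3 matrices hold whole counts and were used as deposited.

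Barcodes were joined by sequence. The hashtag and antibody matrices have no capture ending, so the 621 sequences found in both captures were left out. Cells with over 25% of UMIs from mitochondrial genes were removed. The mouse was taken from the hashtag, with hashtags 1 and 2 unimmunized and 3 and 4 immunized by the sample labels. The design fixed before the data were examined used HTODemux of Seurat 5.3.0 at a quantile of 0.99. Its best NMF start held no TBM-like cluster, and it therefore gave no value for these cells. The reported values use the plain rule, an alternative listed beforehand, in which 1 hashtag holds at least 80% of the hashtag counts and at least 10 counts. That choice was made after the hashtag counts and the clusters under both rules had been seen. The count of cells kept is reported under the fixed rule.

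Counts were normalized with sctransform 0.4.2, and 3000 variable genes were factorized at rank 10 with the Brunet updates, up to 600 per start. Both hashtag rules had 16 seeded starts and the other settings 6, and the start of lowest loss was used. HTODemux was given the same number of starts as the plain rule only after it had shown no TBM-like cluster in fewer. Each cell went to its largest factor. Clusters were named by the mean log2 ratio of marker genes fixed beforehand, with 5 CPM added, a value chosen after 20 had been tried. The rank used for the reported clusters and the normalization are those of the methods. Leiden clustering used scanpy 1.11.5 and leidenalg 0.10.2.

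UMI counts were summed per mouse and cluster, giving 39 libraries of at least 5 cells with 74401 to 17965469 UMIs, and fitted together with edgeR's quasi-likelihood test (edgeR 4.0.16, R 4.3.3, TMM normalization, filterByExpr), with Benjamini-Hochberg adjustment at 0.05. Libraries from the same mouse were treated as independent in this fit, and the mouse as a block was an alternative. The 3 comparisons were TBM-like cells against the equal-weight mean of the other clusters in immunized mice, immunized against unimmunized TBM-like cells, and their interaction. DESeq2 1.42.0 was an alternative. The procedure was tested on simulated counts in which 200 genes were changed, drawn with a dispersion of 0.2 against a common dispersion of 0.0185 in the data. All clusters were given the same gene means apart from the changed genes, so the shares recovered are not the power of the real fits. In that test 5, 3 and 1 unchanged genes were called in the 3 comparisons. An exploratory fit of the data had been looked at before the test was made. Libraries of 1 mouse come from the same animal, so the mouse pairs them in the comparison between clusters.

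Gene lists were tested with camera and fry of limma 3.58.1. Antibody counts were turned into centred log ratios per cell, averaged per mouse and cluster, and compared within mice by an exact sign-flip test. Shares per mouse were compared by an exact permutation test. With 2 mice per condition the smallest p of such a test is 0.333, and over 4 mice it is 0.13. Detection was compared after thinning to 1000 UMIs per cell, which left out 11 cells. Intervals of shares above 0 are exact binomial at 95%, the limit given for a count of 0 is 3 counts of the total, and both cover counting error only.

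Genes named are the 13 the text names for these data, the 5 with the largest rise and the 5 with the largest fall in each comparison among genes past the threshold with a mean log2 CPM of at least 4, and the first 10 of Tables S1 and S3, whose values had been seen. Doublets within 1 mouse were not removed. Scrublet's own threshold called 2 and 5 barcodes in the 2 captures, so an alternative removed the 1677 cells with the highest scores, the expected 13.26%. A minimum of 500 genes, set as an alternative beforehand, removed no cell. The GO sets behind Tables S2 and S4 were not used here, and no set test was run on the gene lists of Tables S1 and S3, which hold 100 genes each. Xist was counted in all 4 mice and Y chromosome genes had at most 3 UMIs in any, so sex could not check the hashtags.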

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

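The test of free RNA was chosen only after the level per cluster had been seen; the count in immunized mouse 2 was a test set before.

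Hy10, a feature listed beside the mouse genes that the paper does not report on, had 10 UMIs in 9 of 327 B cell-like cells of immunized mouse 1, or 2.75% (95% exact binomial interval 1.27 to 5.16, counting error only). It stood out because no UMI was found in the B cell-like cells of either unimmunized mouse. Those were 0 of 217 and 0 of 43 cells, which allow shares of up to 1.38% and 6.98% (3 counts of the total). Immunized mouse 2 had 0 UMIs in 74 cells, which allows up to 4.05%. These limits cover counting error only and do not compare the conditions. Outside B cell-like cells, unimmunized mouse 1 had 1 Hy10 UMI, in migratory DC-like cells. Immunized mouse 1 had 1 in MSM-like cells and immunized mouse 2 had 1 in TBM-like cells. Free RNA spread evenly over droplets is argued against, since B cell-like cells of immunized mouse 1 had 2.70 CPM of Hy10 against 0.0283 in the other clusters of that mouse. Whether B cells that carry the sequence were present after immunization stays open, because immunized mouse 2 contributed few B cell-like cells and the sources used here do not state whether the sequenced mice received transferred B cells.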

How the results depend on the processing

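The alternatives that use other NMF starts, normalize hashtags per cell, keep barcodes found in both captures, remove cells with high doublet scores, leave out cells with T cell gene UMIs or fit the interaction with the mouse as a block were chosen after the data were seen, as was the plain hashtag rule as the source of the reported values, and the others before. Starts are numbered by their seed, not by loss. Values are numbers of genes past an adjusted p of 0.05, differences in share in percentage points, differences in antibody signal, mean log2 fold changes of lists and log2 fold changes of single genes.

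Whether there was a TBM-like cluster depended on the random start and the processing. The HTODemux rule, rank 7, rank 12, the second best start and a limit of 10% mitochondrial UMIs gave no values, since their best or only solutions held no such cluster, and the minimum of 500 genes removed no cell. With 5 CPM added in the marker score, 11 of 16 plain-rule starts and 4 of 16 HTODemux starts held it. So did 3 of 6 starts at rank 7, 5 of 6 at rank 12 and 4 of 6 with the 10% limit. The number of cells kept, 9665 by HTODemux, lay between 8043 and 12645 in the alternatives.

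Over the 32 other settings with a value, the log2 fold change against other clusters of Axl stayed between 1.26 and 3.16 and that of Mrc1 between 2.45 and 6.45, past the threshold in each. That of Mertk, between 2.33 and 5.76, passed in 31 and that of Siglec1, between 0.15 and 2.64, in 28. Of the values of named genes under alternatives set beforehand, 586 of 708 kept their direction and side of the threshold, 86 fell below it and 31 reversed direction. Under those added later the numbers were 475 of 680, 140 and 59. For gene lists 75 of 93 and 116 of 150 were unchanged in this sense, and 9 and 15 reversed direction.

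With the mouse as a replicate block 3070 genes differed between TBM-like cells and other clusters, 2002 higher and 1068 lower, and 2572 of the reported genes were among them in the same direction. Cx3cr1 came past the threshold at 0.67, and the block changed no other call among the named genes. The interaction gave 3 genes with the block, 0 higher and 3 lower, against 0 without it, and no list of the comparison with other clusters changed its call. Immunized and unimmunized cells come from different mice, so that comparison was not fitted with the block.

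DESeq2 gave 1587 (genes, TBM-like against other clusters), 100 (genes, immunized against unimmunized), -0.0017 (Tubgcp3). Capture 2 alone gave 1644 (genes, TBM-like against other clusters), 0.92 (Flt1), -0.42 (Tubgcp3), -0.30 (chemokine receptors list). Others summed to 1 library per mouse gave 129 (genes, TBM-like against other clusters), -0.15 (Mki67). Leiden clustering gave 16 (genes, immunized against unimmunized), -0.716 (CD169 antibody), -2.55 (Retnla), 1.21 (Flt1), 1.28 (Mmgt2), 0.058 (chemokine receptors list). TBM-like libraries alone gave 0 (genes, immunized against unimmunized). Capture 1 alone gave 3 (genes, immunized against unimmunized), 1 (genes, interaction), -0.0097 (Tuba4a), 0.83 (Mmgt2), -0.95 (9330175E14Rik), -0.29 (Rbm12b2), -0.54 (chemokine receptors list). Log-normalized counts gave 29 (genes, immunized against unimmunized), -0.604 (CD169 antibody), -0.14 (Mki67), 0.30 (Flt1), 0.73 (Mmgt2), -0.17 (Tubgcp3), -0.22 (chemokine receptors list), -0.027 (type I interferon response list). No low-count filter gave 419 (genes, immunized against unimmunized), 0.12 (Mmgt2). Clustered without the 13 text genes gave -0.322 (CD169 antibody), -0.30 (Mki67), -0.80 (Tubgcp3). Log2 mean antibody counts gave -0.157 (CD169 antibody), 1.16 (F4/80 antibody), 0.261 (CD68 antibody). Without cells with medullary marker UMIs gave 1.29 (Mmgt2). At least 20 cells per library gave -0.059 (Tubgcp3), -0.035 (9330175E14Rik). Library size only gave -0.068 (Tubgcp3). The cause was not tested, apart from the smaller number of cells in 1 capture. When the TBM-like libraries were fitted alone 631 genes had an unadjusted p under 0.05 by edgeR. By DESeq2 4 genes passed for the interaction. A list is given here where camera's direction changed, which can differ from the sign of the mean.

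HTODemux start 16 gave 1542 (genes, TBM-like against other clusters), 150 (genes, immunized against unimmunized), -0.348 (CD169 antibody), -0.170 (CD11c antibody), -0.51 (Mki67), -0.30 (Retnla), 0.69 (Mmgt2), -0.055 (Tubgcp3), -0.091 (Rbm12b2), -0.084 (type I interferon response list). HTODemux start 2 gave 1591 (genes, TBM-like against other clusters), 11 (genes, immunized against unimmunized), -0.404 (CD169 antibody), 0.42 (Mmgt2), -0.12 (Tubgcp3), -0.33 (chemokine receptors list). Plain-rule start 1 gave 660 (genes, TBM-like against other clusters), 557 (genes, immunized against unimmunized), 171 (genes, interaction), -0.000838 (share difference), 0.185 (CD169 antibody), 0.710 (CD68 antibody), -0.685 (CD11c antibody), -0.92 (Mki67), -1.15 (Clec9a), -3.51 (Retnla), 0 (Adam8), 0 (Tuba4a), 6.57 (Flt1), 8.15 (Mmgt2), -7.14 (Whamm), -0.57 (9330175E14Rik), -0.57 (Rbm12b2). Plain-rule start 6 gave 1218 (genes, TBM-like against other clusters), 4 (genes, interaction), -0.0349 (share difference), 0.0489 (CD169 antibody), 0.824 (F4/80 antibody), 0.497 (CD68 antibody), -0.316 (CD11c antibody), -0.25 (Clec9a), -3.19 (Retnla), 4.84 (Tcf7), 6.39 (Flt1), 1.51 (Mmgt2), -0.60 (9330175E14Rik), -1.20 (chemokine receptors list), 0.23 (type I interferon response list). Plain-rule start 7 gave 1375 (genes, TBM-like against other clusters), 13 (genes, interaction), -0.772 (share difference), 0.0913 (CD169 antibody), 0.764 (F4/80 antibody), 0.726 (CD68 antibody), -0.638 (CD11c antibody), -0.33 (Mki67), -0.39 (Clec9a), -3.16 (Retnla), 5.23 (Tcf7), 0.74 (Prg3), 0 (Adam8), 6.22 (Flt1), 8.00 (Mmgt2), -0.18 (type I interferon response list). Plain-rule start 9 gave 1057 (genes, TBM-like against other clusters), 22 (genes, immunized against unimmunized), 4 (genes, interaction), -0.0961 (share difference), 0.0236 (CD169 antibody), 0.806 (F4/80 antibody), 0.568 (CD68 antibody), -0.518 (CD11c antibody), -0.38 (Mki67), -0.62 (Clec9a), -3.25 (Retnla), 5.46 (Tcf7), 0.46 (Prg3), 0 (Adam8), 6.44 (Flt1), 8.00 (Mmgt2), -0.37 (9330175E14Rik), -0.37 (Rbm12b2), -1.58 (chemokine receptors list), 0.033 (type I interferon response list). HTODemux start 15 gave 23 (genes, immunized against unimmunized), -0.716 (CD169 antibody), -0.058 (Mki67), 0.53 (Mmgt2), -0.084 (Tubgcp3). HTODemux start 9 gave 1 (genes, immunized against unimmunized), -0.410 (CD169 antibody), 0.62 (Mmgt2), -0.32 (Tubgcp3), -0.30 (chemokine receptors list), -0.10 (type I interferon response list). Scrublet doublets removed gave 113 (genes, immunized against unimmunized), 3 (genes, interaction), -0.695 (CD169 antibody), -0.10 (Mki67), 0.52 (Mmgt2), -0.36 (chemokine receptors list). Plain-rule start 11 gave 6 (genes, immunized against unimmunized), -0.435 (CD169 antibody), 2.54 (Flt1), 1.03 (Mmgt2), -0.46 (chemokine receptors list). Plain-rule start 13 gave 1 (genes, immunized against unimmunized), -0.410 (CD169 antibody), -3.26 (Retnla), 4.64 (Tcf7), -0.0052 (9330175E14Rik), -0.31 (chemokine receptors list). Plain-rule start 15 gave 38 (genes, immunized against unimmunized), -0.237 (CD169 antibody), 0.75 (Flt1), -0.53 (9330175E14Rik), -0.45 (chemokine receptors list). Plain-rule start 2 gave 38 (genes, immunized against unimmunized), -0.248 (CD169 antibody), 0.71 (Flt1), -0.57 (9330175E14Rik), -0.35 (chemokine receptors list). Mouse as replicate block gave 3 (genes, interaction). Plain-rule start 16 gave 2 (genes, interaction), -0.728 (CD169 antibody), 0.017 (Mmgt2). Plain-rule start 3 gave 1 (genes, interaction), -0.645 (CD169 antibody), 0.47 (Mmgt2), -0.38 (chemokine receptors list). The cause was not tested.

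Leaving out each mouse in turn gave ranges of 2.45 to 20.6 (share difference), 1036 to 2714 (genes, TBM-like against other clusters), 30 to 324 (genes, immunized against unimmunized), 0 to 2 (genes, interaction), -0.40 to 1.52 (Cx3cr1), -0.14 to 0.80 (Mki67), -0.84 to 9.30 (Flt1), -0.41 to 8.63 (Mmgt2), -0.059 to 0.92 (Tubgcp3), -0.036 to 8.33 (9330175E14Rik), -0.64 to -0.14 (chemokine receptors list), 0.031 to 0.45 (type I interferon response list). A lone mouse of a condition was assumed to vary like the other libraries. Between TBM-like cells and other clusters 1483 genes passed without immunized mouse 1 and 1036 without immunized mouse 2. Between immunized and unimmunized cells there were 324 and 30, and 39 and 58 without unimmunized mouse 1 or 2. Cx3cr1 was at -0.40 without immunized mouse 1 and past the threshold at 1.52 without immunized mouse 2.

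Depth limits the comparison with unimmunized TBM-like cells, whose libraries held 28 and 10 cells. A gene with 0 UMIs there has a fitted change that depends on the prior count.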

Differences from the paper's values

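TBM-like cells made up 1.13% of all cells of the 2 unimmunized mice, against about 3.5% in Fig. 4B, read by eye, whose cells and names are the paper's own. A setting came within it where the 2 values lay within 0.617 percentage points, the SD between the unimmunized mice, or within 1.5 times of each other. Of the alternatives set before the data were examined, log-normalized counts (4.04%) came within it, and the rest did not. Of those chosen after seeing the values, HTODemux start 9 (2.75%), HTODemux start 2 (3.02%), plain-rule start 7 (2.79%) did.

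In Table S1 (TBM against other populations), 76 of 100 genes were tested here, 70 with the same sign and 66 past the threshold. Among the genes with the other sign, Postn, Clec14a and Col6a4 had standard errors of 3660, 3864 and 1837, so their sign decides nothing. The values below are of those of the first 10 genes of Table S1 that differ, and a setting came within the paper's value where it lay within 1 standard error of it. Pf4 had a log2 fold change of 7.28 (standard error 0.48), and the paper's value is 8.19; it came within the paper's value under leaving out immunized mouse 2 (8.48), log-normalized counts (7.84); so did, among settings chosen after seeing the values, plain-rule start 7 (7.73), plain-rule start 9 (7.86), plain-rule start 1 (7.93). C3ar1 had a log2 fold change of 5.35 (standard error 0.30), and the paper's value is 6.14; it came within the paper's value under capture 1 alone (6.14), leaving out immunized mouse 1 (6.08), leaving out immunized mouse 2 (6.20), Leiden clustering (5.92); so did, among settings chosen after seeing the values, plain-rule start 11 (6.10); it was above the paper's value under Scrublet doublets removed (6.57, chosen after seeing the values). Ccl7 had a log2 fold change of 4.73 (standard error 0.54), and the paper's value is 5.90; it came within the paper's value under leaving out immunized mouse 1 (5.47), leaving out immunized mouse 2 (5.60); so did, among settings chosen after seeing the values, plain-rule start 13 (5.81); it was above the paper's value under plain-rule start 6 (7.39, chosen after seeing the values), plain-rule start 7 (7.58, chosen after seeing the values), plain-rule start 9 (6.83, chosen after seeing the values), plain-rule start 1 (6.65, chosen after seeing the values). Itga9 had a log2 fold change of 3.91 (standard error 0.36), and the paper's value is 5.13; none of the alternatives set beforehand came within it, and none chosen later did; it was above the paper's value under leaving out immunized mouse 1 (6.05), Scrublet doublets removed (5.58, chosen after seeing the values). Mrc1 had a log2 fold change of 4.23 (standard error 0.31), and the paper's value is 5.03; it came within the paper's value under capture 2 alone (5.33), log-normalized counts (5.03); so did, among settings chosen after seeing the values, plain-rule start 6 (4.80), plain-rule start 7 (4.99), plain-rule start 9 (5.10), plain-rule start 1 (5.07); it was above the paper's value under leaving out immunized mouse 1 (5.71), Scrublet doublets removed (6.45, chosen after seeing the values). C1qa had a log2 fold change of 4.01 (standard error 0.21), and the paper's value is 4.81; none of the alternatives set beforehand came within it; among settings chosen after seeing the values, these did, Scrublet doublets removed (4.89). C1qc had a log2 fold change of 4.06 (standard error 0.20), and the paper's value is 4.79; none of the alternatives set beforehand came within it, and none chosen later did; it was above the paper's value under Scrublet doublets removed (5.09, chosen after seeing the values). Ccl2 had a log2 fold change of 3.83 (standard error 0.39), and the paper's value is 4.76; none of the alternatives set beforehand came within it; among settings chosen after seeing the values, these did, Scrublet doublets removed (4.47), plain-rule start 6 (4.99), plain-rule start 7 (5.05), plain-rule start 9 (5.04), plain-rule start 1 (4.97). In the immunized mice Pf4 had 0 UMIs in 3 other clusters, and C3ar1, Ccl7 and Ccl2 in 1 each. Their fitted values therefore depend on the prior count, and a setting coming within the paper's value decides nothing for these genes. Mmp13, with 0 UMIs in 5 other clusters, did not pass the filter on low counts. In the 8 other settings where it was tested its log2 fold change lay between 3.78 and 5.70, past the threshold in 7, and the paper's value is 5.84.

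In Table S3 (immunized against unimmunized), all 100 genes were tested, 89 with the same sign and 5 past the threshold. Where a setting left 0 UMIs of a gene in the unimmunized TBM-like cells, the fitted value depends on the prior count, so such settings are given apart and not counted as coming within the paper's value. Whether the paper's own unimmunized cells held 0 UMIs of these genes is not known here. The differences below therefore do not decide whether its values repeat. Trem3 had a log2 fold change of 0.95 (standard error 0.66), and the paper's value is 9.17; none of the alternatives set beforehand came within it, and none chosen later did; with 0 UMIs in the unimmunized cells it was fitted at 8.53 (plain-rule start 6), 8.22 (plain-rule start 7), 8.27 (plain-rule start 9), 6.57 (plain-rule start 1). Tuba4a had a log2 fold change of 1.29 (standard error 0.60), and the paper's value is 8.80; none of the alternatives set beforehand came within it, and none chosen later did; with 0 UMIs in the unimmunized cells it was fitted at 9.76 (leaving out unimmunized mouse 1), 6.22 (plain-rule start 7), 6.44 (plain-rule start 9), 0 (plain-rule start 1). Pphln1 had a log2 fold change of 0.64 (standard error 0.53), and the paper's value is 8.70; none of the alternatives set beforehand came within it, and none chosen later did. Flt1 had a log2 fold change of -0.14 (standard error 0.59), and the paper's value is 8.69; none of the alternatives set beforehand came within it, and none chosen later did; with 0 UMIs in the unimmunized cells it was fitted at 9.30 (leaving out unimmunized mouse 1), 6.39 (plain-rule start 6), 6.22 (plain-rule start 7), 6.44 (plain-rule start 9), 6.57 (plain-rule start 1). Rcor3 had a log2 fold change of 0.30 (standard error 0.52), and the paper's value is 8.50; none of the alternatives set beforehand came within it, and none chosen later did; with 0 UMIs in the unimmunized cells it was fitted at 8.25 (plain-rule start 6), 8.23 (plain-rule start 9), 8.57 (plain-rule start 13). Mmgt2 had a log2 fold change of -0.018 (standard error 0.61), and the paper's value is 8.48; none of the alternatives set beforehand came within it, and none chosen later did; with 0 UMIs in the unimmunized cells it was fitted at 8.63 (leaving out unimmunized mouse 1), 8.00 (plain-rule start 7), 8.00 (plain-rule start 9), 8.15 (plain-rule start 1). Whamm had a log2 fold change of 2.08 (standard error 0.81), and the paper's value is 8.48; none of the alternatives set beforehand came within it, and none chosen later did; with 0 UMIs in the unimmunized cells it was fitted at 7.88 (capture 1 alone), 8.79 (at least 20 cells per library), 8.97 (leaving out unimmunized mouse 2), 8.86 (plain-rule start 2), 8.86 (plain-rule start 15), 8.26 (plain-rule start 6), 8.04 (plain-rule start 9), 8.50 (plain-rule start 13). Tubgcp3 had a log2 fold change of 0.094 (standard error 0.57), and the paper's value is 8.32; none of the alternatives set beforehand came within it, and none chosen later did; with 0 UMIs in the unimmunized cells it was fitted at 7.59 (capture 1 alone), 7.95 (plain-rule start 6), 8.22 (plain-rule start 9), 8.16 (plain-rule start 13). 9330175E14Rik had a log2 fold change of 0.35 (standard error 0.66), and the paper's value is 8.11; none of the alternatives set beforehand came within it, and none chosen later did; with 0 UMIs in the unimmunized cells it was fitted at 8.33 (leaving out unimmunized mouse 1). Rbm12b2 had a log2 fold change of 0.68 (standard error 0.69), and the paper's value is 7.97; none of the alternatives set beforehand came within it, and none chosen later did; with 0 UMIs in the unimmunized cells it was fitted at 8.34 (leaving out unimmunized mouse 1), 7.82 (plain-rule start 13).

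Of the 100 genes each of Tables S1 and S3, the settings chosen after seeing the values that came within a value of the paper called the following numbers in the paper's direction, HTODemux start 2 (59 and 0), HTODemux start 9 (56 and 1), Scrublet doublets removed (64 and 20), plain-rule start 1 (32 and 10), plain-rule start 11 (67 and 0), plain-rule start 13 (63 and 0), plain-rule start 6 (54 and 5), plain-rule start 7 (46 and 12), plain-rule start 9 (45 and 3). The reported fit called 66 and 5.

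The paper states that putative TBMs downregulate Siglec1 mRNA and CD169 protein. Here Siglec1 was higher than in the other clusters, with a log2 fold change of 1.59, and above 0 in the 32 other settings, and the CD169 antibody signal differed by -0.506 from the mean of the other clusters, lower in 4 of 4 mice. From mean antibody counts on a log2 scale the CD169 difference was -0.157. The paper lists type I interferon signaling as raised after immunization, and the hand-written list had a mean log2 fold change of 0.082 and did not pass. The type I interferon response list came past the threshold under capture 2 alone (0.56), clustered without the 13 text genes (0.68), leaving out unimmunized mouse 2 (0.38) and, in settings chosen after seeing the values, under HTODemux start 2 (0.19), Scrublet doublets removed (0.29), plain-rule start 1 (0.40), plain-rule start 13 (1.30), plain-rule start 15 (0.53), plain-rule start 16 (0.35), plain-rule start 2 (0.52), plain-rule start 3 (0.40). The paper concludes that genes to clear apoptotic cells rise after immunization, and the list for apoptotic cell recognition and engulfment had a mean log2 fold change of -0.079 and did not pass. Lysosome and phagosome (0.24), regulators of apoptosis (0.29), actin nucleation, lamellipodium and podosome (0.16) and antigen presentation (0.51) were higher and past the threshold by camera, the last 2 also by fry. Trem3 came past the threshold under no alternative set beforehand and, in settings chosen after seeing the values, under HTODemux start 16 (1.23). Tuba4a came past the threshold under no alternative set beforehand and, in settings chosen after seeing the values, under HTODemux start 16 (1.41).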

Other observations

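The tests of the HTODemux limit and of lymphoid cells in the unnamed cluster, with its comparison of macrophage gene levels, were chosen only after the results were seen; the tests of captures and doublets were set before.

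HTODemux gave no hashtag to 3412 barcodes that carried mainly the hashtag of immunized mouse 2. Their median count of that hashtag was 403.5, against 10 in cells of the other mice, so its limit may have fallen inside the range of marked cells, since barcodes with up to 595 counts were called negative. Those barcodes had a median of 11193 UMIs against 15498 for those kept. No biological explanation was tested.

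The 2 immunized mice differed in TBM-like cells by 18.0 percentage points in capture 1 and 18.3 in capture 2, and in inflammatory macrophage-like cells by 21.4 and 23.3. Cells of both mice were pooled before the captures, so the captures could not have set the mice apart and these values decide nothing about their difference. Differences in dissection, sorting or response between the mice stay open and were not tested.

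The unnamed cluster that scored highest for the SSM genes of Fig. 4C held 876, 109, 164 and 45 cells of the 2 unimmunized and 2 immunized mice. All 12 T or innate lymphoid genes tested were higher and all 10 macrophage genes lower than in MSM-like cells, in 4 of 4 mice. Macrophage genes were still at a median of 28.8% of the MSM-like level, up to 43.2%. The CD169 antibody signal was the highest of the 10 clusters, a centred log ratio of 1.25 against 0.819 in MSM-like cells, and higher than in these in 4 of 4 mice. Lymphoid cells in the sort, with or without macrophage material on them, and doublets of a lymphocyte and a macrophage cannot be told apart. The share of cells with a high doublet score lay -3.64 percentage points from the median cluster's 13.1%, which goes against doublets, and the score separated cells with no single hashtag from the others with an area under the curve of 0.824. Those cells include barcodes with little hashtag, and Scrublet's own threshold called 2 and 5 barcodes in the 2 captures, so doublets were not excluded.

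Tcf7 fell in TBM-like cells after immunization, with a log2 fold change of -5.03, and -4.89 without cells that had a T cell gene UMI, where it no longer passed the threshold. Its UMIs lay in 4 and 1 TBM-like cells of the unimmunized mice, too few to decide, so doublets with lymphocytes and expression by these cells cannot be told apart. Tcf7 changed in the opposite direction under plain-rule start 13, plain-rule start 6, plain-rule start 7, plain-rule start 9.

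TBM-like cells carried more CD11c antibody signal than the mean of the other clusters in 4 of 4 mice, by 0.808 ± 0.359 (SD, two-sided exact sign-flip test, p = 0.13, the smallest that 4 mice allow, adjusted over 6 antibodies 0.15). The signals of CD68 and Ly-6G differed by -0.279 and -0.411 and were lower in 4 of 4 mice, that of Ly-6C by -0.142. The CD68 and Ly-6C differences had the other sign from log2 mean counts, 0.261 and 0.276. CD68 changed sign under log2 mean antibody counts, plain-rule start 1, plain-rule start 6, plain-rule start 7, plain-rule start 9 and CD11c changed sign under HTODemux start 16, plain-rule start 1, plain-rule start 6, plain-rule start 7, plain-rule start 9.

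Of the other lists, lymphoid identity was lower in TBM-like cells than in the other clusters (mean log2 fold change -2.22) and macrophage identity higher (1.93), as were lysosome and phagosome (0.70), antigen presentation (0.47) and the type I and II interferon responses (0.47 and 0.80), all past the threshold by camera and fry. Medullary sinus macrophage identity (0.37) passed by fry and not by camera. Actin nucleation (0.0017), mitochondrial electron transport (0.041) and regulators of apoptosis (-0.049) passed by neither, and for the first 2 camera's direction was down. The median of the last was 0.0031. After immunization lymphoid identity (-0.99) and medullary sinus macrophage identity (-0.64) were lower and macrophage identity (0.33) higher by camera and not by fry. Chemokines (0.44) and chemokine receptors (0.11) passed by neither, the median of the second being 0.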
